# Transcriptomic profile adaptations following exposure of equine satellite cells to nutriactive phytochemical gamma-oryzanol

**DOI:** 10.1186/s12263-016-0523-5

**Published:** 2016-03-17

**Authors:** K. A. Szcześniak, A. Ciecierska, P. Ostaszewski, T. Sadkowski

**Keywords:** Gamma-oryzanol, Equine satellite cells, Differentiation, Muscle, Gene expression

## Abstract

**Background:**

Adult skeletal muscle myogenesis depends on the activation of satellite cells that have the potential to differentiate into new fibers. Gamma-oryzanol (GO), a commercially available nutriactive phytochemical, has gained global interest on account of its muscle-building and regenerating effects. Here, we investigated GO for its potential influence on myogenesis, using equine satellite cell culture model, since the horse is a unique animal, bred and exercised for competitive sport. To our knowledge, this is the first report where the global gene expression in cultured equine satellite cells has been described.

**Methods:**

Equine satellite cells were isolated from *semitendinosus* muscle and cultured until the second day of differentiation. Differentiating cells were incubated with GO for the next 24 h. Subsequently, total RNA from GO-treated and control cells was isolated, amplified, labeled, and hybridized to two-color *Horse Gene Expression Microarray* slides. Quantitative PCR was used for the validation of microarray data.

**Results:**

Our results revealed 58 genes with changed expression in GO-treated vs. control cells. Analysis of expression changes suggests that various processes are reinforced by GO in differentiating equine satellite cells, including inhibition of myoblast differentiation, increased proliferation and differentiation, stress response, and increased myogenic lineage commitment.

**Conclusions:**

The present study may confirm putative muscle-enhancing abilities of GO; however, the collective role of GO in skeletal myogenesis remains equivocal. The diversity of these changes is likely due to heterogenous growth rate of cells in primary culture. Genes identified in our study, modulated by the presence of GO, may become potential targets of future research investigating impact of this supplement in skeletal muscle on proteomic and biochemical level.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12263-016-0523-5) contains supplementary material, which is available to authorized users.

## Background

Since horses were domesticated on the Eurasian Steppe over 6000 years ago, they had been selected for strength, speed, and endurance exercise [23]. Nowadays in Europe, working horses are very seldom used for farming purposes; they became exclusively domestic animals exercised for competitive sport. In both equine and human athletes, nutritional ergogenic aids have been used to improve physical ability with an appropriate training regimen. Although training increases physical condition, the ease of taking a nutritional additive to improve training results explains the demand for supplementation, which may increase mechanical energy of work, delay onset of fatigue, and improve neuromuscular coordination [26].

Gamma-oryzanol (GO) is a unique mixture of triterpene alcohol and sterol ferulates present in rice bran oil, a by-product of rice processing. GO has a wide range of potential therapeutically useful activities including prevention of coronary atherosclerosis and anticancerogenic and antidiabetic action [28]; however, in our study, we focused on the anabolic properties of GO.

GO has been shown to be very safe with no major side effects being reported in either animal or human studies and is a popular ergogenic aid approved for commercial use in the USA [17]. Moreover, GO is often used by veterinary practitioners in order to improve muscle mass gain and recovery in horses. It was temporarily accounted as a prohibited substance by the Federation Equestre Internationale (FEI) unit governing rules of fair play in equestrian competition (FEI Veterinary Regulations 11th edition, 1st January 2009) [44].

Despite this, only a few studies of ergogenic use of GO were described in the peer-reviewed literature. In one study, authors looked on the resistance-weight-trained male athletes supplemented with 500 mg of GO daily [19]. However, this study failed to demonstrate any effect of GO on training performance. In a recent study, Eslami et al. [17] revealed that 600 mg/day of GO supplementation changed muscular strength in young healthy males in the 9-week resistance training without any significant alteration in anthropometric measurements. Ostaszewski et al. [49] showed that GO supplementation prevented exercise-induced muscle damage in thoroughbred race horses during 16 weeks of training. Animals received 3 g of GO a day. However, no paper describing GO’s influence on equine satellite cells was published.

Skeletal muscle satellite cells (SC) are mononucleated cells located under the basal lamina of myofiber. They play an indispensable role during adult skeletal muscle regeneration and hypertrophy. SC are quiescent during most of their normal adult life. Upon activation, they proliferate, differentiate, and finally fuse with adjacent muscle fiber or with other satellite cells to form new multinucleated fibers [40]. The procedure of harvesting satellite cells from equine muscles was first described in 1992 [22], but until now, except for that single report, studies concerning equine satellite cells in vitro are scarce. Previous transcriptomic analyses in horses were conducted on peripheral blood cells and muscle samples obtained by muscular biopsy; thus, our report is the first trial where the global gene expression in cultured equine satellite cells has been described [51]. Satellite cells require an activation signal to proliferate and differentiate and can be controlled by a variety of hormones, growth factors, and metabolites. In vitro reports suggest that satellite cells may also be regulated directly by specific dietary components including ergogenic aids [18, 50, 62]. Determining the factors that independently regulate satellite cells is important to understand overall mechanisms involved in muscle growth and regeneration.

This study focused on revealing possible molecular mechanism underlying GO’s influence on skeletal myoblasts. For this purpose, transcriptomic profile analysis of primary culture of equine satellite cells incubated with GO was performed. This in vitro model can help to identify and better understand potential therapeutic to promote muscle regeneration in mammals, among them also in sport horses.

## Methods

### Cell culture media and reagents

The following reagents/materials were used during cell culture: GO powder was purchased from TCI Chemicals, USA; *Penicillinum crystalicum* was purchased from Polfa Tarchomin, Poland; and Dulbecco’s Modified Eagle’s medium (DMEM) (1×) with Glutamax, fetal bovine serum (FBS), horse serum (HS), and antibiotics (AB), penicillin-streptomycin and amphotericin B, were purchased from Gibco, Life Technologies, USA. Phosphate-buffered saline (PBS), protease from *Streptomyces griseus*, and DMSO were purchased from Sigma-Aldrich, USA. Primaria tissue culture flasks (25 and 75 cm^2^) and Collagen I Cellware six-well plates were purchased from Becton Dickinson, USA.

### Animals and muscle samples

Samples of *semitendinosus* muscle were collected from six horses (6-month-old, healthy colts), aseptically in a commercial abattoir during routine slaughter. Next, they were dissected free of connective and adipose tissues to minimize contamination with adipocytes and fibroblasts. The tissue was sliced to pieces, washed four times in PBS with gradually decreasing antibiotic concentration (40,000 units (U) *Penicillinum crystalicum*/100 ml PBS, 20,000 U *Penicillinum crystalicum*/100 ml PBS), suspended in sterile FBS with addition of 10 % DMSO, gradually cooled down to −80 °C, and then stored in liquid nitrogen until isolation.

### Satellite cell isolation, cell culture, and experimental design

Since the purpose of the study was to evaluate the impact of GO on in vitro differentiation, primary satellite cell cultures from *semitendinosus* muscle of all horses were isolated and assessed for cell viability (MTT assay) and fusion index (data not shown). For further analysis, the cell line with the best scores was chosen.

To isolate equine satellite cells, six samples of *semitendinosus* muscle were thawed in water bath in 37 °C, centrifuged, and washed three times with PBS with *Penicillinum crystalicum*. Then, each sample was incubated (1.5 h) with DMEM/AB/protease from *S. griseus* (pH 7.3) and sieved in order to separate tissue debris. The filtrates were centrifuged three times, resuspended in proliferation medium (10 % FBS/10 % HS/DMEM/AB), and transferred to polypropylene Petri culture disks. To minimize possible fibroblast contamination, 1.5-h pre-plating was used. Subsequently, supernatant containing myoblasts was transferred to Primaria culture flasks. The growth medium was changed every 2 days. On the 10th day of proliferation, cells were trypsinized and counted by Scepter Cell Counter (Merck Millipore, Germany). Equal number of cells (30,000) from each isolation was transferred to separate the well of Collagen I Cellware six-well plates. After obtaining 80 % of confluence, proliferation medium was replaced by differentiation medium (2 % HS/DMEM/AB). Figure 1 presents equine SC at various stages of growth. At the 48th hour of differentiation, 0.125 μM GO was added and cells were incubated for 24 h. Because GO is insoluble in water, DMSO (0.04 μl/ml) was used as a vehicle. The concentration of GO has been chosen on the basis of assessing cell viability with 3-(4,5-dimethylthiazol-yl)-2-5-diphenyltetrazolium bromide (MTT) colorimetric assay (data not shown). Control medium contained DMSO in the same dose as in GO-treated cells. Following the GO treatment, medium from each plate was discarded and plates were stored at −80 °C until further analysis. Cell culture’s schema is illustrated in Fig. 2.

**Fig. 1:**
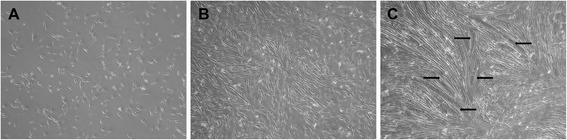
Cultured equine satellite cells: sixth day of proliferation, 30 % confluence (**a**); 10th day of proliferation, 80 % confluence (**b**); and 48 h of differentiation (**c**). Myotubes are marked with *arrows*

**Fig. 2:**
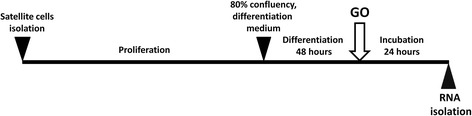
Experiment design. Equine SC were cultured until reaching 80 % of confluence, and then proliferation medium was replaced by differentiation medium. After the second day of differentiation, cells were incubated for 24 h with GO. Following the GO treatment, differentiating cells were scraped and stored at −80 °C until further analysis

### RNA isolation, validation, labeling, and hybridization

Total RNA (from GO-treated and control groups, *n* = 6) was isolated according to the protocol supplied with the miRNeasy Mini Kit (Qiagen, USA). RNA quantity was measured spectrophotometrically using NanoDrop (NanoDrop Technologies, USA). The analysis of the final RNA quality and integrity was performed with BioAnalyzer 2100 (Agilent Technologies, USA). To ensure optimal microarray data quality, four RNA samples with the highest RIN ≥ 9.2 were included into the analysis.

Analysis of gene expression profile was performed using *Horse Gene Expression Microarray*, 4 × 44 K (*n* = 4) (Agilent Technologies, USA). Low Input Quick Amp Labeling Kit (Agilent Technologies, USA) was used to amplify and label total RNA (100 ng) to generate complementary RNA (cRNA). On each two-color microarray, 825 ng of cRNA from GO-exposed cells (labeled by Cy5, *n* = 4) and 825 ng of cRNA from control cells (labeled by Cy3, *n* = 4) were hybridized to the arrays (Gene Expression Hybridization Kit, Agilent Technologies, USA) according to the manufacturer’s protocol.

RNA Spike-In Kit (Agilent Technologies, USA) was used as an internal control to efficiently monitor microarray workflow for linearity, sensitivity, and accuracy. Acquisition and analysis of hybridization intensities were performed using the Agilent DNA microarray scanner and Agilent Feature Extraction software 10.7.3.1 according to the standard manufacturer’s procedures and Linear Lowess normalization (Cy5/Cy3 dye bias compensation).

The statistical analysis was performed using Gene Spring 13 software (Agilent Technologies, USA) with default setting for two-color microarrays. The estimated significance level (*p* value) was corrected for multiple hypotheses testing using Benjamini and Hochberg false discovery rate (FDR) adjustment. Messenger RNAs (mRNAs) with FDR ≤ 0.05 and fold change (FC) ≥1.3 were selected as significantly differentially expressed.

The microarray experiment was performed according to MIAME guidelines [6]. The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [16] and are accessible through GEO Series accession number GSE73730 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE73730).

### cDNA synthesis and quantitative real-time PCR

To verify microarray results, the quantitative real-time polymerase chain reaction (qPCR) method was applied. The sequences of verified genes, complementary to those on microarrays, were obtained from Ensembl database. Primers were designed using Primer-Blast software (NCBI database) and then checked for secondary structures using Oligo Calculator (http://www.basic.northwestern.edu/biotools/oligocalc.html). The secondary structures of the amplicon were examined using m-fold Web Server (http://mfold.rna.albany.edu/?q=mfold). The sequences of the primers are listed in Table 1. The primers were purchased from Oligo IBB (Polish Academy of Science, Warsaw, Poland). Each primer pair was quality tested to ensure that a single product was amplified (dissociation curve analysis) and that there was no primer-dimer coupling.

**Table 1:** Primers used for real-time qPCR; full names of genes are available in Table 2

No.	Gene symbol	Forward primer	Reverse primer	Annealing temperature (°C)	Product length (bp)
1.	*bdnf*	CCCCATGAAAGAAGCAAACG	TACAAGTCCGCGTCCTTACT	60	213
2.	*btg1*	GGCTCCATCTGTGTGCTGTA	GCCCACCCAAAGCAAAACTC	60	227
3.	*gja1*	TGCTGCGAACCTACATCATC	CGATGACGTTCAAGGCAAGA	60	255
4.	*igf1*	CAGAAGCAATGGGAAAAATCA	CGTGGGCTTGTTGAAATAAAA	62	242
5.	*itpr2*	CTGTGGGTATTCGGCCATTT	GCCACGATTTCCGACAAAAC	60	143
6.	*mllt3*	GGAACCGAAACCCATGTCAA	GGGCTTTTTGTCAGCAGAAC	60	220
7.	*mstn*	GCCTGGAAACAGCTCCTAAC	GTCGTCGCGTGGTAATCATC	60	151
8.	*myf5*	GGAGACGCCTGAAGAAAGTC	CCGGCAGGCTGTAGTAATTC	60	171
9.	*myog*	CTCGCTCACCTCCATTGTG	CAGTTGGGCATGGTTTCATC	60	78
10.	*tgfb2*	AGTACTACGCCAAGGAGGTT	TAGGCGGGATGGCATTTTCC	60	72
11.	*gapdh*	GTTTGTGATGGGCGTGAACC	GTCTTCTGGGTGGCAGTGAT	60	198

One microgram of total RNA from GO-treated and control samples (*n* = 6) was reverse transcribed using Trancription First-Strand cDNA Synthesis Kit (Roche, USA). All analyses were performed on individual samples of total RNA using a SensiFAST SYBR lo-ROX Kit (Blirt, Bioline, Poland) following the manufacturer’s protocol. Assays for each gene were conducted in duplicate in a Stratagene Mx3005p thermal cycler according to the following protocol: pre-incubation for 2 min at 95 °C and amplification (40 cycles) containing denaturation at 95 °C for 5 s and annealing at a temperature specified in Table 1 for 15 s. Dissociation curve setting was as follows: denaturation at 95 °C for 0 s, annealing at a temperature specified in Table 1, continuous melting up to 95 °C for 0 s (slope = 0.1 °C/s), and cooling at 40 °C for 30 s. *Gapdh* was used as a reference gene. The relative expression of the target gene was calculated according to the following formula:

$$ \Delta \Delta \mathrm{C}\mathrm{T}=\Delta \mathrm{C}\mathrm{T}\left(\mathrm{sample}\right)-\Delta \mathrm{C}\mathrm{T}\left(\mathrm{control}\right) $$

where ΔCT is the difference in CT between the targeted gene and reference control. Results were calculated as 2^−ΔΔCT^ [38] using GenEx 6.0 (MultiD Analyses, Sweden). The amplification efficiency (*E* = 10^(−1/slope)^ − 1) was determined by performing a comparative quantitation standard curve and was >0.9 for each target gene and the reference gene. Standard curves were generated using a four-point 1:10 dilution series starting with cDNA representing 10 ng of input total RNA. qPCR analysis has been conducted according to a standardized approach [10].

### Functional analysis

The list of significantly modulated by GO genes was analyzed by Functional Analysis tool in the Database for Annotation, Visualization and Integrated Discovery (DAVID version 6.7) (da Huang et al. 2009) in order to identify their annotations in gene ontology divided into three functional classes: biological processes, cellular components, and molecular functions. Gene ontology enrichment was calculated by EASE score corrected for multiple hypotheses testing using Benjamini and Hochberg FDR.

Relationships between all differentially expressed genes (microarray and RT-PCR) were visualized with Pathway Studio’s Build Pathway functionality (Elsevier, USA) which is based on the wave-propagation algorithm developed for the navigation through complex networks. In this analysis, Find Direct Links/All Objects Directions Algorithm was used. Protein entity type and direct regulation, regulation, expression, and promoter-binding relationships were selected in the analysis. Such created graph was expanded with five muscle-related biological processes.

## Results

### The number of differentially expressed genes

Comparison of gene expression between GO-treated and control cells revealed statistically significant (FDR ≤ 0.05, FC ≥ 1.3) differences in the expression of 97 transcripts. 

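Satellite cells are the stem cells that lie beside muscle fibers and form new fibers when they differentiate and fuse. Primary equine cultures, 48 h after the change to differentiation medium, were incubated for 24 h with 0.125 μM GO or with the vehicle alone (0.04 μl/ml DMSO). Labeled cRNA from GO-treated cells (Cy5) and from control cells (Cy3) was hybridized together to each of 4 two-color arrays. GO-treated cells carried the same dye on all 4 arrays, so an effect of the dye on a probe cannot be separated from the effect of GO. The paper's text does not state whether the 4 arrays came from different horses or from separate cultures of the chosen cell line. Each array held 45220 spots, of which 43803 were noncontrol spots for 43603 different probes of 60 bases. Between 63.5 and 68.9% of the noncontrol spots were well above background in the control channel, and between 57.4 and 67.0% in the GO channel. The median spot signal was 3.66 to 4.22 times the local background in the control channel and 2.85 to 4.37 times in the GO channel. There were 0 saturated spots, and 10 to 19 spots per array were marked as outliers. The authors deposited the Feature Extraction output, in which each spot has a log10 ratio of Cy5 over Cy3 after background subtraction, detrending, and linear and lowess dye normalization. These ratios were converted to log2, spots of the same probe were averaged, and control and outlier spots were left out. A probe was tested when it was well above background in the GO channel on all 4 arrays or in the control channel on all 4 arrays, which left 26832 probes. The 4 log2 ratios of each probe were tested against 0 with limma (two-sided), with Benjamini-Hochberg adjustment over these probes. The thresholds were those of the methods, an adjusted p of at most 0.05 and a fold change of at least 1.3. Gene symbols are those in the files or, where the files give only a number, those of RefSeq, and probe positions are those in the files, on the EquCab1 build. The number of arrays limits the precision of every value.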

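Past both thresholds were 2399 of the tested probes, 894 with a higher and 1505 with a lower signal in GO-treated cells. The adjusted p alone was passed by 4859 probes. Counted as 1 value per gene, with the brightest probe of each symbol, 825 of 9502 genes changed, 313 higher and 512 lower. Of all alternatives set before the data were examined, a plain one-sample test in place of limma moved the count most: 147 probes then passed, 29 higher and 118 lower. With the channels tested as separate samples, without their pairing by array, 918 probes passed. Of the 97 probes listed in Additional file 1, 92 met the filter on dim probes. All 92 were past both thresholds, in the listed direction. The paper chose these probes on the same arrays with the same thresholds, so this count is not independent evidence.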

Sequences of differentially expressed probes not annotated by microarray manufacturer were compared with the NCBI nucleotide databases (using blastn) to assign a gene name. Probes not matching in 100 % with any eukaryotic mRNA/gene were excluded from gene lists used for functional analysis. That resulted in 58 identified, unduplicated, transcript IDs including 17 up- and 41 down-regulated genes in GO vs. control group. 

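For each gene of Table 2 the brightest of its probes in Additional file 1 was used or, where that file does not name the gene, the brightest probe with its symbol in the array files. Of the 58 genes, 55 were tested and 53 were past both thresholds, 14 higher and 39 lower in GO-treated cells. Their adjusted p lay between 6.94e-05 and 0.0144 (limma, Benjamini-Hochberg adjustment). The log2 ratio had the same sign on all 4 arrays for 57 of the 58 genes, the exception being *aqp1*. Additional file 1 does not name *aqp1*, so its row in Table 2 may rest on another probe. The direction was that of Table 2 for 57 genes, the exception being *pak1*, whose log2 ratio was 0.32 ± 0.01 (SD, n = 4; adjusted p = 0.0128). Table 2 describes this row as CDC42EP3, however, and Additional file 1 names *cdc42ep3* but not *pak1*. The *cdc42ep3* probe, chosen after its value was seen, had a log2 ratio of -0.60 ± 0.06 (adjusted p = 0.00288 from limma). That is the direction of Table 2, so the exception may be one of naming. Not tested were *efhc2*, *tcrd* and *rcor2*. The probe of *efhc2* was well above background in the control channel on 1 array and in the GO channel on 3, with a mean log2 ratio of 1.58. For *tcrd* these numbers were 1 and 2 arrays, with a mean log2 ratio of 1.17. For *rcor2* they were 3 and 3 arrays, with a mean log2 ratio of 0.64. More than 1 probe was tested for 40 genes, and in 39 of them every probe went in one direction. In 31 of the 40 every probe was also past both thresholds. The largest fall was that of *hla-dqb1*, with a log2 ratio of -2.46 ± 0.12 (SD, n = 4) for a probe on chromosome 20 of EquCab1, from 26335469 to 26335524. The 6 probes named DQB in Additional file 1 or the array files lay between -2.97 and -2.32, and the probe that Additional file 1 names hla dqb lay at -1.39. Of 16 listed marker genes of leukocytes, which carry this class II molecule at their surface, 4 were well above background in the control channel on all 4 arrays. It was followed by *kcnmb2* (-1.31 ± 0.09), *ncald* (-1.15 ± 0.10), *duoxa2* (-1.12 ± 0.05) and *garem* (-1.04 ± 0.08). Normalizing the raw signals again (normexp and loess) moved these genes most: 34 of the 58 then passed. Of the 63 genes the paper names, including those measured only by qPCR, 60 were tested. Of these, 54 were past both thresholds over all probes, and 54 were past both when adjusted over the list alone. Neither count is independent evidence, since the paper chose most of the list on these arrays. The same holds for the counts of Table 2 genes that passed or had the same sign on all arrays.

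**Figure D1:**
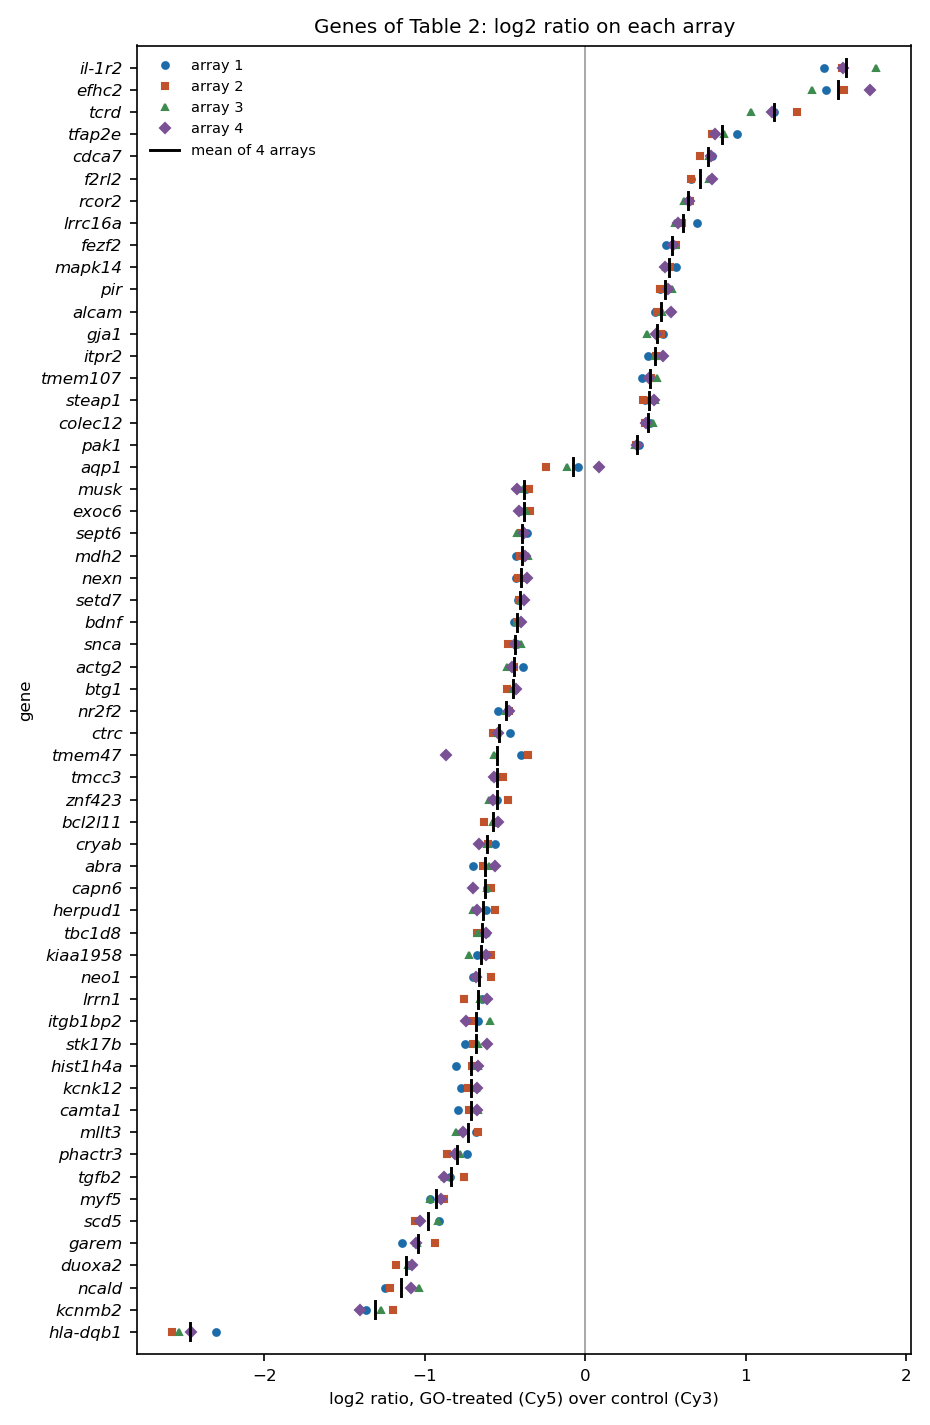
Log2 ratio of GO-treated (Cy5) over control (Cy3) cells for the 58 genes of Table 2, on the horizontal axis, each point 1 of the 4 arrays and each black line the mean. Of the 58 genes, 57 had all 4 points on one side of 0, although *actg2* lay above 0 when the arrays were only centred on their medians. The paper chose these genes on the same arrays, so this count is not independent evidence.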

The list of identified transcripts can be found in Table 2. All array data are plotted and shown in Additional file 1.

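The mean log2 ratio of each of the 97 probes differed from the value listed in Additional file 1 by at most 6.94e-07. The list holds 25 probes with a higher and 72 with a lower signal in GO-treated cells. A plain two-sided one-sample test of the log2 ratios of each probe gave p-values 0.99995 to 1.0001 times the unadjusted p-values of Additional file 1. The 5 listed probes that did not meet the filter were not well above background on all 4 arrays in either channel.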

**Table 2:** List of differentially expressed genes in GO-treated vs. CTRL equine satellite cells—microarray analysis (FDR ≤ 0.05, fold change ≥1.3, *n* = 4)

No.	Gene symbol	Regulation	FC	Corr. *p* value	Description	Accession number
1.	*il-1r2*	Up	3.1	0.040	Interleukin-1 receptor type II	[NM_001081816]
2.	*efhc2*	Up	3.0	0.049	EF-hand domain (C-terminal) containing 2	[ENSECAT00000017638]
3.	*tcrd*	Up	2.2	0.050	T cell receptor delta	[L38389]
4.	*tfap2e*	Up	1.8	0.039	Transcription factor AP-2 epsilon (activating enhancer-binding protein 2 epsilon)	[ENSECAT00000003183]
5.	*cdca7*	Up	1.7	0.027	Cell division cycle associated 7	[ENSECAT00000012017]
6.	*f2rl2*	Up	1.6	0.048	Coagulation factor II (thrombin) receptor-like 2	[ENSECAT00000010830]
7.	*rcor2*	Up	1.5	0.026	REST corepressor 2	[ENSECAT00000024786]
8.	*lrrc16a*	Up	1.5	0.049	Leucine-rich repeat containing 16A	[ENSECAT00000026357]
9.	*mapk14*	Up	1.5	0.037	Mitogen-activated protein kinase 14	[XM_005604060]
10.	*fezf2*	Up	1.4	0.029	FEZ family zinc finger 2	[ENSECAT00000022391]
11.	*colec12*	Up	1.4	0.026	Collectin subfamily member 12	[XM_005604060]
12.	*pir*	Up	1.4	0.038	Pirin (iron-binding nuclear protein)	[ENSECAT00000014292]
13.	*gja1*	Up	1.4	0.048	Gap junction protein 1	[ENSECAT00000005498]
14.	*itpr2*	Up	1.4	0.05	Inositol 1,4,5-trisphosphate receptor, type 2	[ENSECAT00000009891]
15.	*tmem107*	Up	1.3	0.045	Transmembrane protein 107	[ENSECAT00000014966]
16.	*steap1*	Up	1.3	0.045	6 transmembrane epithelial antigen of the prostate (metalloreductase)	[ENSECAT00000024982]
17.	*alcam*	Up	1.4	0.045	Activated leukocyte cell adhesion molecule	[XM_005602026]
18.	*musk*	Down	−1.3	0.042	Muscle, skeletal, receptor tyrosine kinase	[ENSECAT00000010687]
19.	*exoc6*	Down	−1.3	0.044	Exocyst complex component 6	[ENSECAT00000025821]
20.	*sept6*	Down	−1.3	0.036	Septin 6	[XM_005614469]
21.	*mdh2*	Down	−1.3	0.039	Malate dehydrogenase 2, NAD (mitochondrial)	[NM_001195526]
22.	*nexn*	Down	−1.3	0.039	Nexilin (F-actin-binding protein)	[ENSECAT00000016039]
23.	*setd7*	Down	−1.3	0.026	SET domain containing lysine methyltransferase 7	[ENSECAT00000020466]
24.	*tmem47*	Down	−1.3	0.045	Transmembrane protein 47	[XM_008544808]
25.	*bdnf*	Down	−1.3	0.027	Brain-derived neurotrophic factor	[NM_001081787]
26.	*snca*	Down	−1.3	0.038	Synuclein, alpha (non A4 component of amyloid precursor)	[ENSECAT00000016509]
27.	*actg2*	Down	−1.4	0.045	Actin, gamma 2, smooth muscle, enteric	[ENSECAT00000020181]
28.	*btg1*	Down	−1.4	0.039	B cell translocation gene 1, antiproliferative	[ENSECAT00000022009]
29.	*znf423*	Down	−1.5	0.045	Zinc finger protein 423	[ENSECAT00000000207]
30.	*aqp1*	Down	−1.5	0.027	Aquaporin 1	[XM_003364834]
31.	*bcl2l11*	Down	−1.5	0.035	BCL2-like 11 (apoptosis facilitator)	[ENSECAT00000023850]
32.	*nr2f2*	Down	−1.5	0.040	Nuclear receptor subfamily 2, group F, member 2	[ENSECAT00000008488]
33.	*pak1*	Down	−1.5	0.050	CDC42 effector protein (Rho GTPase binding) 3	[ENSECAT00000019645]
34.	*cryab*	Down	−1.5	0.035	Crystallin, alpha B	[ENSECAT00000012936]
35.	*abra*	Down	−1.5	0.045	Actin-binding Rho-activating protein	[ENSECAT00000016765]
36.	*capn6*	Down	−1.5	0.038	Calpain 6	[ENSECAT00000011583]
37.	*herpud1*	Down	−1.5	0.045	Homocysteine-inducible, endoplasmic reticulum stress-inducible (ubiquitin-like domain member 1)	[JL623642]
38.	*tmcc3*	Down	−1.6	0.033	Transmembrane and coiled-coil domain family 3	[ENSECAT00000012141]
39.	*tbc1d8*	Down	−1.6	0.027	TBC1 domain family, member 8 (with GRAM domain)	[ENSECAT00000013116]
40.	*kiaa1958*	Down	−1.6	0.045	Protein-coding gene	[ENSECAT00000008002]
41.	*neo1*	Down	−1.6	0.038	Neogenin 1	[ENSECAT00000026822]
42.	*lrrn1*	Down	−1.6	0.045	Leucine-rich repeat neuronal 1	[ENSECAT00000002791]
43.	*ctrc*	Down	−1.6	0.044	Chymotrypsin C (caldecrin)	[XM_008540961]
44.	*itgb1bp2*	Down	−1.6	0.048	Integrin beta 1-binding protein (melusin) 2	[ENSECAT00000016364]
45.	*stk17b*	Down	−1.6	0.039	Serine/threonine kinase 17b (apoptosis-inducing)	[JL616416]
46.	*hist1h4a*	Down	−1.6	0.045	Chromosome 4 open reading frame 21	[ENSECAT00000006145]
47.	*camta1*	Down	−1.6	0.039	Calmodulin binding transcription activator 1	[ENSECAT00000022451]
48.	*kcnk12*	Down	−1.7	0.033	Potassium channel, subfamily K, member 12	[XM_008530912]
49.	*phactr3*	Down	−1.7	0.035	Phosphatase and actin regulator 3	[ENSECAT00000008448]
50.	*mllt3*	Down	−1.7	0.044	Myeloid/lymphoid or mixed-lineage leukemia (trithorax homolog, *Drosophila*)	[ENSECAT00000025395]
51.	*tgfb2*	Down	−1.8	0.038	Transforming growth factor, beta 2	[ENSECAT00000017826]
52.	*scd5*	Down	−2.0	0.038	Stearoyl-CoA desaturase 5	[ENSECAT00000015537]
53.	*myf5*	Down	−2.0	0.039	Myogenic factor 5	[ENSECAT00000021416]
54.	*garem*	Down	−2.0	0.039	GRB2 associated, regulator of MAPK1	[ENSECAT00000012124]
55.	*duoxa2*	Down	−2.2	0.026	Dual oxidase maturation factor 2	[ENSECAT00000015499]
56.	*ncald*	Down	−2.2	0.044	Neurocalcin delta	[XM_005613237]
57.	*kcnmb2*	Down	−2.5	0.036	Potassium large conductance calcium-activated channel, subfamily M, beta member 2	[ENSECAT00000009305]
58.	*hla-dqb1*	Down	−5.0	0.028	Major histocompatibility complex, class II, DQ beta I	[XM_008506652]

In this paper, symbols of genes and their protein products have been presented in their original form referring to specificity of the cited paper, as lowercase italic or uppercase letters, when they refer to transcriptomic or proteomic research, respectively. In the following discussion, arrows indicate up- (↑) or down-regulation (↓) of gene expression. Validated (from microarray) or tested (*mstn*, *myog*, *igf1*) by qPCR genes are marked with hash (#).

### Real-time qPCR

According to the ontological classification and available literature, seven genes involved in the skeletal muscle development, sarcomere development, actin binding, and regulation of cell proliferation and differentiation were selected for qPCR validation. 

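The 7 genes chosen for qPCR were *myf5*, *tgfb2*, *btg1*, *bdnf*, *mllt3*, *itpr2* and *gja1*. On the arrays the first 5 were lower and the last 2 higher in GO-treated cells on all 4 arrays, and all 7 were past both thresholds. That is not independent evidence, since all 7 are in Table 2, which the paper drew from these arrays. For *mllt3* the log2 ratio was -0.73 ± 0.07 (SD, n = 4), with an adjusted p of 0.00191 from limma with Benjamini-Hochberg adjustment. Its probe lies on chromosome 23 of EquCab1, from 29767560 to 29767619, and its second probe gave -0.81. The probe of *itpr2*, on chromosome 6 from 52084437 to 52084496, gave 0.44 ± 0.04 (adjusted p = 0.00585) and was well above background in the GO channel on 3 arrays. Its second probe gave 0.22 and did not pass both thresholds. The rise of *itpr2* did not pass both thresholds after normexp and loess (0.09, adjusted p = 0.214), after centring on the median without lowess (0.25, adjusted p = 0.0453), or when the channels were tested without the array (adjusted p = 0.139). The reference gene of the qPCR, *gapdh*, had a log2 ratio of -0.04 ± 0.13 (adjusted p = 0.738 from limma), which became 0.34 after normexp and loess and 0.86 after centring on the median without lowess. Its 13 probes lay between -0.20 and 0.02.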

Except for gap junction protein alpha 1 (*gja1*), all expression changes from qPCR overlapped microarray results (Table 3, Fig. 3). 

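On the arrays, the brightest *myog* probe (chromosome 30 of EquCab1, from 20042018 to 20042077) had a log2 ratio of -0.40 ± 0.11 (SD, n = 4). Its adjusted p was 0.0123 (limma, Benjamini-Hochberg adjustment) and its fold change 1.32, so it was past both thresholds by a small margin. The other *myog* probe gave -0.36 and did not pass. The call of *myog* was also lost after normexp and loess (-0.35), without a filter on dim probes (adjusted p = 0.0536), under the plain one-sample test, without the array as a block, and without array 2 or array 3. The *igf1* probe (chromosome 28, from 26114321 to 26118887) had a log2 ratio of -0.23 ± 0.14 with an adjusted p of 0.0742. It was lower in GO-treated cells on all 4 arrays, but was well above background in the GO channel on only 3 of them. Neither *igf1* nor *mstn* passed either threshold.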

In our study, we focused on the impact of GO on muscle development; thus, we also measured mRNA levels of three genes from muscle development profile *myog*, *igf1*, and *mstn*, which did not reach the FC ≥ 1.3 threshold (Fig. 4).

**Table 3:** Results of real-time qPCR analysis (*n* = 6)

GO vs. CTRL	Fold change	*p* value
*myf5*	−2.6	3.9E-07
*mllt3*	−2.3	1.3E-07
*tgfb2*	−1.6	3.7E-07
*gja1*	−1.3	6.8E-04
*bdnf*	−1.3	7.3E-03
*itpr2*	1.5	9.8E-03
*bdnf*	−1.3	7.3E-03
*btg1*	−1.3	2.4E-02
*myog*	−1.5	3.3E-04
*mstn*	−2.6	5.4E-04
*igf1*	−1.8	3.4E-03
*myod*	−1.1	1.6E-01

**Fig. 3:**
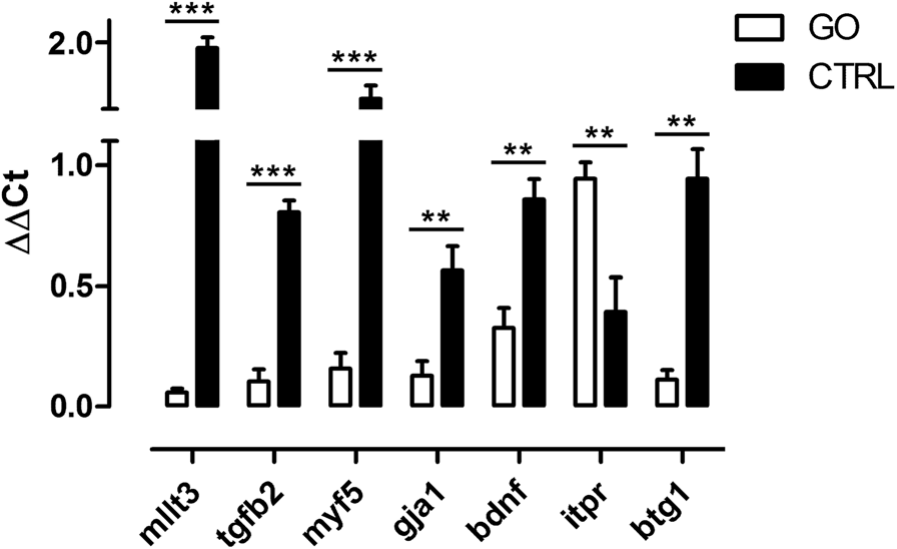
Results of qPCR validation of selected genes revealed in microarray experiment (FDR ≤ 0.05). *Asterisks* indicate the following criteria of significance: *p ≤ 0.05; **p ≤ 0.01; and ***p ≤ 0.001; (*n* = 6)

**Fig. 4:**
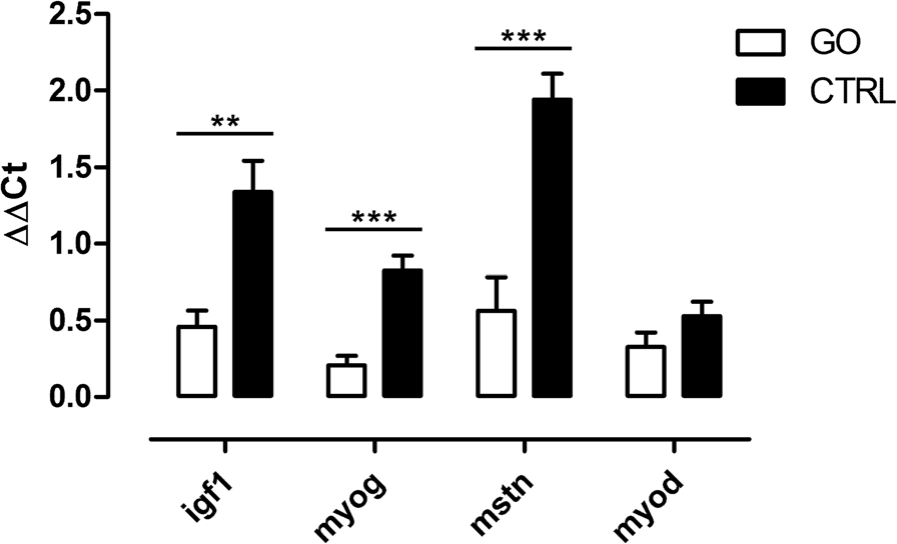
Results of qPCR analysis of additional genes important for myogenic differentiation of equine SC (FDR > 0.05). *Asterisks* indicate the following criteria of significance: *p ≤ 0.05; **p ≤ 0.01; and ***p ≤ 0.001; (*n* = 6)

### Functional analysis

Significantly enriched gene ontologies retrieved from DAVID output files are presented in Additional file 2. In Table 4, selection of most significant biological processes is shown (EASE score <0.001), providing a comprehensive overview of important processes possibly induced by GO in differentiating ESC.

**Table 4:** Selected significantly enriched (EASE score *p* value <0.001) gene ontologies, DAVID

No.	Name	# of genes	*p* value	Genes	Bonferroni	Benjamini	FDR
1.	GO:0007517—muscle organ development	10	6.6E-8	*musk*, *cryab*, *mapk14*, *itgb1bp2*, *myf5*, *mstn*, *igf1*, *myog*, *nr2f2*, *tgfb2*	5.92E-5	5.92E-5	1.03E-4
2.	GO:0014706~striated muscle tissue development	6	7.5E-5	*musk*, *mapk14*, *myf5*, *myog*, *nr2f2*, *tgfb2*	0.06	0.03	0.12
3.	GO:0060537—muscle tissue development	6	9.4E-5	*musk*, *mapk14*, *myf5*, *myog*, *nr2f2*, *tgfb2*	0.08	0.03	0.15
4.	GO:0007519—skeletal muscle tissue development	5	1.0E-4	*musk*, *mapk14*, *myf5*, *myog*, *nr2f2*	0.08	0.02	0.16
5.	GO:0060538—skeletal muscle organ development	5	1.0E-4	*musk*, *mapk14*, *myf5*, *myog*, *nr2f2*	0.09	0.02	0.16
6.	GO:0010604—positive regulation of macromolecule metabolic process	12	2.4E-4	*mapk14*, *snca*, *myf5*, *gja1*, *mstn*, *igf1*, *abra*, *myog*, *nr2f2*, *tfap2e*, *znf423*, *tgfb2*	0.19	0.047	0.37
7.	GO:0010557—positive regulation of macromolecule biosynthetic process	10	5.8E-4	*mapk14*, *myf5*, *mstn*, *igf1*, *abra*, *myog*, *nr2f2*, *tfap2e*, *znf423*, *tgfb2*	0.40	0.08	0.89
8.	GO:0009891—positive regulation of biosynthetic process	10	8.9E-4	*mapk14*, *myf5*, *mstn*, *igf1*, *abra*, *myog*, *nr2f2*, *tfap2e*, *znf423*, *tgfb2*	0.55	0.11	1.38
9.	GO:0045941—positive regulation of transcription	9	9.9E-4	*mapk14*, *myf5*, *mstn*, *igf1*, *abra*, *myog*, *nr2f2*, *tfap2e*, *znf423*	0.59	0.10	1.5

Using Pathway Studio’s Build Pathway algorithm, we identified 116 relationships within selected entities, which are displayed in a graph view on Fig. 4. Seventy of identified relationships had the highest (third) confidence level which means that the number of references confirming this relationship was ≥3. Detected types of regulation were regulation (86), expression (28), direct regulation (1), and promoter binding (1). Fifty-five relations were positive, 22 negative, and 39 not defined. Chosen relationships are further discussed in the following chapter.

## Discussion

According to Fernyhough et al. [18], oral supplements may affect myofibers in five potential ways: (1) by direct interaction, (2) by direct influence and producing paracrine agents that affect SC, (3) by affecting SC, (4) by producing hormones that exert indirect effects in muscle cells, and (5) by protecting all cell types against oxidative damage. Although, the exact mode of GO action on muscles was not revealed, GO has been previously postulated to act through mechanisms 4 [12, 44] and 5 [17, 49]. In further discussion, we suggest that the direct interaction of GO with SC (3) may be a part of its skeletal muscle-enhancing mechanism [63]. For this purpose, genes important for myogenesis have been selected and are discussed in four functional groups.

### Ontology of differentially expressed genes

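The genes counted for each term are those listed in Additional file 2, and the enrichment itself was not computed again. Apart from those added from qPCR, the paper chose these genes on these same arrays with the same thresholds. That they passed here is therefore not independent evidence, in this term or in those below. Muscle organ development has 10 listed genes (*musk*, *cryab*, *mapk14*, *itgb1bp2*, *myf5*, *mstn*, *igf1*, *myog*, *nr2f2* and *tgfb2*). On the arrays 8 of the 10 were past both thresholds, 7 lower and 1, *mapk14*, higher in GO-treated cells. The 2 that did not pass were *mstn* and *igf1*, which the paper added from qPCR together with *myog*. The 6 genes of striated muscle tissue development were all past both thresholds, 5 of them lower. Log2 ratios in these terms ran from -0.93 to 0.52.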

According to functional analysis, the five most significant biological processes induced by 24-h incubation of differentiating equine SC with 0.125 μmol GO are related to skeletal muscles; however, muscle organ development is the only record showing significance after FDR correction (Table 4). Moreover, GO influenced genes associated with contractile apparatus development (Additional file 2; CC and MF sheet). 

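Additional file 2 lists *actg2*, *cryab*, *itgb1bp2* and *abra* under contractile fiber. All 4 were lower in GO-treated cells and past both thresholds, with log2 ratios from -0.68 to -0.44, but when each array was only centred on its median without lowess, *actg2* was higher, at 0.28, and *cryab*, at -0.19, did not pass (adjusted p = 0.0761). The 6 genes listed under actin cytoskeleton and the 8 listed under cytoskeletal protein binding were also lower and past both thresholds. The *actg2* probe used here lies on chromosome 15 of EquCab1, from 25673053 to 25673112, and its log2 ratio had an SD of 0.04 (n = 4) and an adjusted p of 0.00573 (limma, Benjamini-Hochberg adjustment). Its 5 probes lay between -0.49 and -0.44. After normexp and loess its log2 ratio was -0.18, below the fold change threshold.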

All this together indicates that GO, indeed, may directly influence SC activity and in vitro differentiation. 

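Positive regulation of macromolecule metabolic process has 12 genes in Additional file 2. On the arrays 10 of them were past both thresholds, 3 higher and 7 lower in GO-treated cells. Of the 9 genes of positive regulation of transcription, 7 were past both thresholds, 2 higher and 5 lower. The 2 higher genes were *mapk14* and *tfap2e*. The *tfap2e* probe (chromosome 2 of EquCab1, from 20086529 to 20086588) had a log2 ratio of 0.85 ± 0.07 (SD, n = 4; adjusted p = 0.00124 from limma with Benjamini-Hochberg adjustment), which was 0.30 and no longer past the thresholds after normexp and loess. Among the 5 lower genes, *znf423* (chromosome 3, from 2578940 to 2578999) had a log2 ratio of -0.55 ± 0.05 (adjusted p = 0.00353), and its other probe gave -0.42.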

Other significantly enriched processes referred to macromolecule metabolism and positive regulation of transcription (Table 4). The last has also a confirmation in enriched molecular functions: transcription regulator activity and transcription cofactor activity (Additional file 2; MF sheet). 

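Transcription regulator activity has 11 genes in Additional file 2. The arrays allowed a test of 10 of them, and all 10 were past both thresholds, 8 lower and 2 higher in GO-treated cells. The gene not tested was *rcor2*. Transcription cofactor activity has 5 genes, of which 4 were tested and past both thresholds, 3 of them lower. The higher one was *pir* (chromosome X of EquCab1, from 4963096 to 4968438), with a log2 ratio of 0.50 ± 0.04 (SD, n = 4; adjusted p = 0.00446 from limma with Benjamini-Hochberg adjustment) and 3 probes between 0.44 and 0.50.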

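Growth factor activity has 4 genes in Additional file 2, *bdnf*, *tgfb2*, *mstn* and *igf1*. On the arrays, 2 of the 4 were past both thresholds, *bdnf* and *tgfb2*, both lower in GO-treated cells. The other 2 entered the list from qPCR.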

Functional analysis revealed also that GO influenced growth factor activity (Additional file 2; MF sheet). 

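The 5 genes listed under axon and under neuron projection are *alcam*, *snca*, *aqp1*, *itpr2* and *tgfb2*. Past both thresholds were 4 of them, *alcam* and *itpr2* higher and *snca* and *tgfb2* lower in GO-treated cells. The *snca* probe (chromosome 3 of EquCab1, from 51009681 to 51009740) had a log2 ratio of -0.44 ± 0.03 (SD, n = 4; adjusted p = 0.00578 from limma with Benjamini-Hochberg adjustment). Its adjusted p was 0.105 when the channels were tested without the array. The only probe with the symbol *aqp1* in the array files (chromosome 4, from 60965028 to 60965087) gave -0.08 ± 0.14 with an adjusted p of 0.464. It was lower on 3 of the 4 arrays, a change within the spread between arrays. Additional file 1 does not name *aqp1*, and the paper named unannotated probes with blastn. Its *aqp1* value may therefore come from another probe, and the value here does not contradict it.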

Axon and neuron projection-related genes (Additional file 2; CC sheet) could be connected with recent in vivo findings by Eslami et al. [17] who suggested that GO-induced increase in muscle strength may arise from neural adaptations without altering muscle mass.

### Interaction of GO with myogenic regulatory factors

Pre- and postnatal skeletal muscle development depends on the expression of four basic helix-loop-helix transcription factors called myogenic regulatory factors (MRFs). This group shares the ability to induce myogenic differentiation when expressed in non-muscle cells [43]. Three MRFs, *myf5*, myogenin (*myog*), and *myod*, were investigated in our study, but only two of them possessed significant changes in expression.

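On the arrays *myf5* and *myog* were past both thresholds and *myod* was not. The brightest *myod* probe (chromosome 7 of EquCab1, from 73782821 to 73782880) had a log2 ratio of -0.36 ± 0.33 (SD, n = 4; adjusted p = 0.0905 from limma with Benjamini-Hochberg adjustment). The ratio was 0.11 on array 1 and -0.37, -0.53 and -0.64 on the others. Without array 1 it was -0.51 and past both thresholds (adjusted p = 0.0218), as it was with arrays weighted by their quality (-0.41, adjusted p = 0.0290). The second *myod* probe gave -0.06.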

In adult skeletal muscle, the highest expression of *myf5* is present in committed satellite cells and decreases when progression to myocytes and myotubes occurs [4]. Likewise, in cultured equine SC, qPCR showed that *myf5* mRNA levels were highest during intensive proliferation and decreased dramatically at the onset of differentiation [25]. 

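The brightest *myf5* probe in Additional file 1 has the sequence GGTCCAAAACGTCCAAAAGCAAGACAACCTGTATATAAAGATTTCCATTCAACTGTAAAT and lies on chromosome 28 of EquCab1, from 7932611 to 7932670, in the transcript ENSECAT00000021416. Its log2 ratio of GO-treated over control cells was -0.93 ± 0.04 (SD, n = 4), a fold change of 1.90. The adjusted p was 0.00102 (limma, Benjamini-Hochberg adjustment). All 6 *myf5* probes were past both thresholds, between -1.11 and -0.93. With each array left out in turn, the log2 ratio of the brightest probe stayed between -0.94 and -0.92.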

Compared to control cells, 24-h incubation of equine SC with GO induced down-regulation of *myf5* (↓#). According to this observation, we suggest that GO could potentially advance equine SC differentiation.

It was shown that up-regulation of MYF5 triggers the expression of myogenin (*myog*). That contributes to the withdrawal of myoblasts from the cell cycle [55]. Undetectable during proliferation, *Myog* expression level is highest when myocytes differentiate and fuse into myotubes [25] and remains at a slightly lower level in adult skeletal muscle cells [4]. Disregarded of this, additional qPCR showed down-regulation of *myog* (↓#) mRNA in experimental cells. Down-regulation of both MRFs may indicate that GO actually inhibits myogenic differentiation. Our experiment was performed, 48 h after changing proliferation medium to differentiation medium. At this stage, proliferating myocytes begin to differentiate and fuse. However, the exact cell cycle of experimental cells remains unequal and undefined. Thus, it is possible that GO has multiple ways of action and by down-regulation of *myog*, it delays terminal differentiation and simulates proliferation of equine SC. Moreover, transcription factors involved in myogenic lineage progression are not strictly acting in a linear manner but are organized in complex feedback and feed-forward networks with other muscle development genes [4]. These relationships will be discussed further in this paper.

### Genes belonging to the transforming growth factor β superfamily

Transforming growth factor β2 (*tgf-β2*) (↓#) belongs to a subset of transforming growth factor β superfamily members, which exert strong control over proliferation, migration, and adhesion of satellite cells [35]. TGF-β2 delays myoblast differentiation while increasing cellular proliferation. Molecular mechanism of TGF-β2 includes an increased rate of degradation of *myod* (Schabort et al. 2009). However, it has not been examined whether a similar relationship exists in equine skeletal muscle. In a recent study, de Mello et al. [41] showed *tgf-β2* mRNA levels were high only in proliferative C_2_C_12_ cells and began to decrease after differentiation induction. 

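The *tgfb2* probe used here, the brightest in Additional file 1, has the sequence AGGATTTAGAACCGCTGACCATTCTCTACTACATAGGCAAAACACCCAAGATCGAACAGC. It lies on chromosome 30 of EquCab1, from 4092948 to 4093007, in the transcript ENSECAT00000017826. In GO-treated cells, compared with control cells on the same array, its log2 ratio was -0.84 ± 0.06 (SD, n = 4), a fold change of 1.79. The adjusted p was 0.00121 (limma, Benjamini-Hochberg adjustment), and all 4 *tgfb2* probes were past both thresholds, between -0.86 and -0.57. The ratio stayed between -0.87 and -0.82 with each array left out in turn.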

*Tgf-β2* mRNA levels were 10-fold lower after 3 days of differentiation that strongly agrees with our observations, which indicate that GO down-regulated *tgf-β2* (↓#) in equine myoblast during the third day of differentiation, when compared to control cells.

This result encouraged us to investigate another member of transforming growth factor superfamily, playing a key role in the negative regulation of muscle growth in mammals: myostatin (*mstn*). 

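The *mstn* probe that met the filter on dim probes lies on chromosome 18 of EquCab1, from 55024960 to 55025019. Its log2 ratio was 0.14 ± 0.08 (SD, n = 4), higher in GO-treated cells on all 4 arrays. The adjusted p was 0.138 (limma, Benjamini-Hochberg adjustment), and the fold change was below 1.3.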

Although microarray analysis did not passed FDR correction test, additional qPCR demonstrated decreased *mstn* (↓#) mRNA level in GO vs. control cells. The deletion of myostatin in mice induces dramatic and widespread increase in skeletal muscle mass due to both muscle hypertrophy and hyperplasia [32], and it also cause double-muscling phenotype of some cattle and sheep breeds [57]. Wicik et al. [67] showed inhibitory effect of exogenous MSTN on differentiating C_2_C_12_ myoblasts.

We suggest that decreased expression of these two genes could contribute to the putative GO-mediated muscle growth enhancement, by increasing differentiation process. However, this needs to be reconciled with decreased expression of differentiation marker *myog*.

### Other genes involved in cell proliferation and differentiation processes

Our interest was also focused on genes involved in cell proliferation and differentiation, described in the literature as important for myogenesis.

Mitogen-activated protein 14 (*mapk*14) (↑) also called p-38α belongs to one of the major regulators of gene transcription and metabolism in response to oxidative, energetic, and mechanical stress in skeletal muscle. 

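The brightest *mapk14* probe in Additional file 1 lies on chromosome 20 of EquCab1, between 29559927 and 29560240. Its log2 ratio was 0.52 ± 0.03 (SD, n = 4), higher in GO-treated cells on all 4 arrays, with an adjusted p of 0.00378 (limma, Benjamini-Hochberg adjustment). The 5 *mapk14* probes did not all go one way: they ran from -0.08 to 0.56, and 3 of them were past both thresholds. After normexp and loess the probe had a log2 ratio of 0.36, below the fold change threshold.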

Chronic activation of MAPK14 signaling pathway has been implicated in the development of adaptive and maladaptive response in skeletal muscle pathologies, such as diabetes [7] and protein catabolism [53], and physiological states, such as growth and differentiation [34]. Mapk14 expression coincides with *myog* expression during differentiation [8], which could potentially indicate the role of GO in muscle differentiation; however, in our study, expression of this genes was opposite.

According to the qPCR analysis, exposition of SC to GO induced significant down-regulation of insulin-like growth factor 1 (*igf-1*) (↓#). *Igf-1* is, up to date, the only known growth factor positively regulating proliferation and differentiation of these cells [60]. IGF-1 can indirectly affect satellite cells, by increasing the expression of *myf5*, *myog*, and *myod*, and embryonic myosin heavy chain [70] and decreasing expression of *mstn* [56]. Analysis of the relationships between the abovementioned genes places *igf-1* on the top of the signaling cascade hypothetically induced by GO (Fig. 5). Thus, it may be suggested that GO decreases expression of MRF through the inhibition of *igf-1* signaling. These findings are in contrast with presumed abilities of GO.

**Fig. 5:**
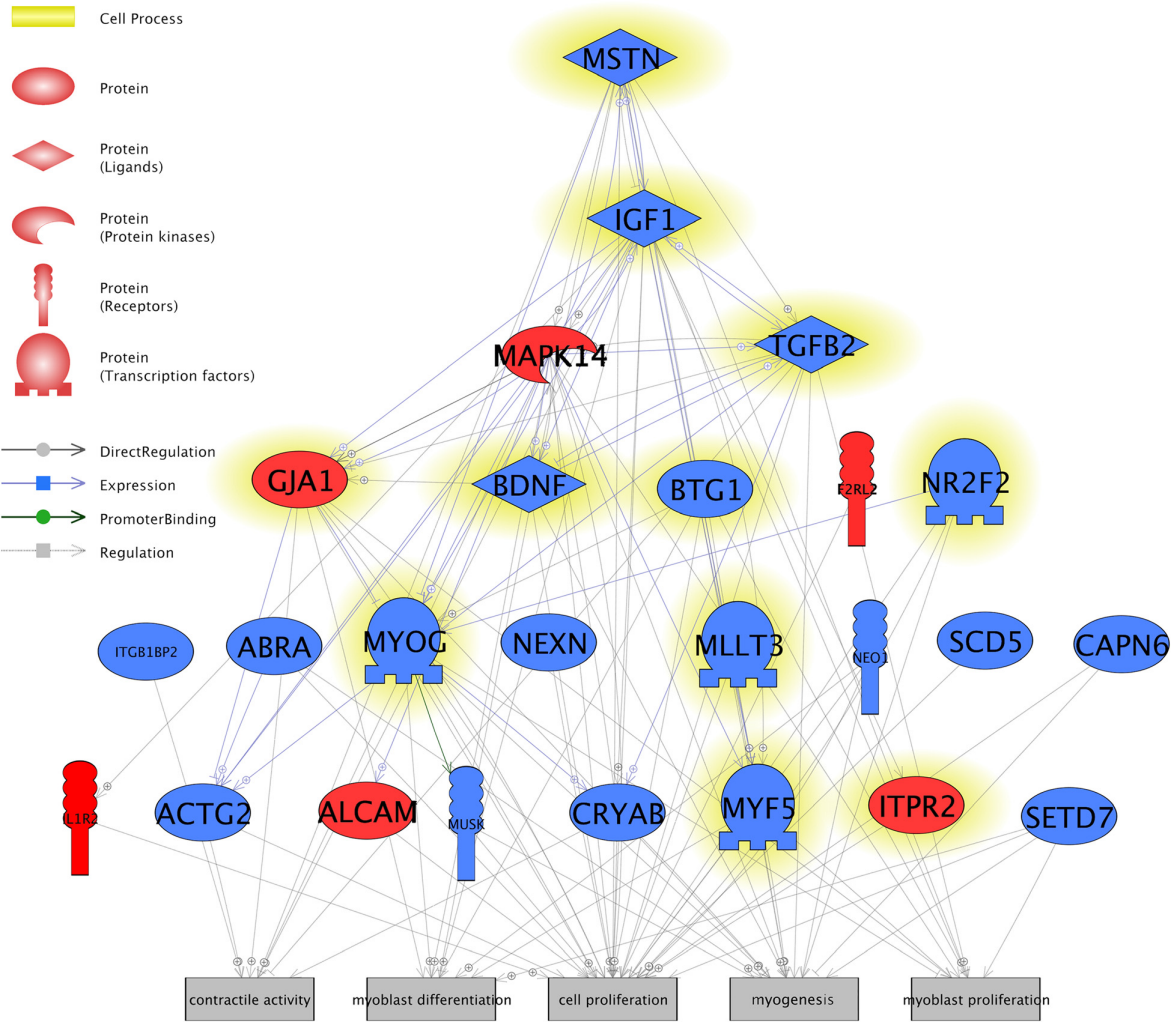
Relationships between differentially expressed genes, based on Pathway Studio. Genes are marked with *red* and *blue colors* for up- and down-regulation, respectively. The pathway was enriched with myogenesis-related biological processes and additional qPCR-tested genes of muscle development profile (*mstn*, *igf1*, *myog*). Genes validated or tested by qPCR are *highlighted*

Haddad and Adams [24] indicated that intact signaling through MAPK is necessary for the development of IGF-I-induced skeletal muscle hypertrophy in vivo. However, in our study, this relationship was not observed, as indicated by different changes in the expression of these two molecules. In contrast, Trendelenburg et al. [66] showed that pro-inflammatory cytokines may inhibit myoblast growth via p38 signaling activity. This observation corresponds with up-regulation of interleukin 1 receptor type II (*il1r2*) (↑) expression and MRF’s down-regulation in our culture cells, suggesting that GO can activate stress-related signaling in cultured cells.

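*Il1r2* has 1 probe, on chromosome 15 of EquCab1 from 4173797 to 4173856. Its log2 ratio was 1.63 ± 0.14 (SD, n = 4), a fold change of 3.08, with an adjusted p of 0.000438 (limma, Benjamini-Hochberg adjustment). The probe was well above background in the GO channel on all 4 arrays and in the control channel on 3. After normexp and loess the log2 ratio was 0.53 and still past both thresholds. With each array left out in turn it lay between 1.56 and 1.67.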

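On the arrays *gja1* was higher in GO-treated cells. Its brightest probe in Additional file 1, on chromosome 10 of EquCab1 from 63766300 to 63766359, had a log2 ratio of 0.44 ± 0.04 (SD, n = 4) and an adjusted p of 0.00578 (limma, Benjamini-Hochberg adjustment). All 13 *gja1* probes were higher, between 0.32 and 0.46, and 10 of them were past both thresholds. After normexp and loess the log2 ratio was 0.37, just below the fold change threshold.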

Another gene deserving attention is *gja1* (↓#) gene encoding gap junction protein alpha 1—component of intercellular channels that provides a route for the diffusion of low molecular weight particles from cell to cell. Except for that, GJA1 affects cell proliferation and differentiation in various tissues. Although not present in normal adult skeletal muscle, GJA1 is necessary during regenerative myogenesis in rodents [1, 21]. The relationship between *gja1* and MRF expression was observed in the L6 myogenic cell line; pharmacological gap junction blockers were found to inhibit myogenin expression and myotube formation, reversibly [3]. Likewise, delayed expression of *myog* was found in myoblast cultures prepared from mice with an inducible deletion of *gja1* [1]. 

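*Btg1* was lower in GO-treated cells on all 4 arrays. The probe used, on chromosome 28 of EquCab1 from 17666180 to 17666239, had a log2 ratio of -0.45 ± 0.02 (SD, n = 4; adjusted p = 0.00544 from limma with Benjamini-Hochberg adjustment). All 5 *btg1* probes were past both thresholds, between -0.51 and -0.45. Renormalized with normexp and loess, the probe had a log2 ratio of -0.35 and did not reach the fold change threshold.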

Similar function in differentiating myoblasts was reported for B cell translocation gene 1 (*btg1*) (↓#). The *btg1* overexpression inhibited proliferation of several cell lines including NIH3T3, PC12, and QM7 quail myoblast lines [52]. Therefore, it was initially believed that these proteins possess antiproliferative properties. However, other studies demonstrated that *btg1* up-regulation is crucial at the onset of myoblast differentiation [54]. More recently, Busson et al. [9] described the molecular basis of *btg1* action and proved that it stimulates the activity of not only MRFs but also nuclear receptors already known as positive myogenic regulators (T3 and all-*trans* retinoic acid receptors).

From all these studies, it becomes evident that the outcome of *gja1* and *btg1* expression in muscle cells is associated with the onset of differentiation while irreversible withdrawal from the cell cycle occurs. Thus, the context of the signal is essential for understanding their role in GO signaling. Taking into account that GO was added to differentiating myoblasts, *gja1* and *btg1* down-regulation indicate that GO may decrease equine myoblast fusion and could suggest pro-proliferative action of *btg1* and *gja1* in equine SC exposed to GO, which agrees with the reduced levels of MRF’s expression.

Herein, we demonstrate down-regulation of brain-derived neurotrophic factor (*bdnf*) (↓#). 

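The *bdnf* probe with the brightest signal lies on chromosome 7 of EquCab1, from 81844444 to 81844503. It had a log2 ratio of -0.42 ± 0.02 (SD, n = 4) and an adjusted p of 0.00590 (limma, Benjamini-Hochberg adjustment). All 5 *bdnf* probes were past both thresholds and lay between -0.43 and -0.41. The call held under every alternative tried for this gene, with log2 ratios from -0.43 to -0.38.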

*Bdnf* is a member of the mammalian family of neurotrophins, studied for their roles in the nervous system function [13]. Further expression-profiling studies have shown that *bdnf* is differentially expressed in skeletal muscle under various physiological and pathological conditions [11] but *bdnf* expression pattern in certain physiological states remained elusive. Mousavi and Jasmin [45] showed that *bdnf* expression during myogenic differentiation has been significantly reduced. Moreover, siRNA knockdown of *bdnf* expression evoked precocious differentiation of myoblasts. This effect was inhibited by the administration of recombinant *bdnf*. However, more recently, Clow and Jasmin [13] indicated that instead of its inhibitory role, bdnf^−/−^ mice demonstrated impaired induction of several molecular markers of regeneration, including *pax7*, *myod*, and *myog* when proliferating myoblasts began to differentiate and fuse to repair damaged myofibers. The role of *bdnf* remains questionable; however, attenuated MRF’s expression in our culture may confirm that expression of this gene is required for normal myogenic differentiation. This finding can also be applied to the next specified molecule down-regulated by GO: αβ-crystallin (*cryab*), (↓) a small heat shock protein involved in preventing protein aggregation. 

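*Cryab* had a log2 ratio of -0.61 ± 0.04 (SD, n = 4), with an adjusted p of 0.00275 (limma, Benjamini-Hochberg adjustment), for a probe on chromosome 7 of EquCab1 from 17113785 to 17113844. Its 5 probes were all past both thresholds, between -0.61 and -0.41. With each array centred on its median without lowess, the log2 ratio was -0.19 and no longer past the thresholds (adjusted p = 0.0761).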

Expression of *cryab* was induced selectively in myoblasts during an early stage of their differentiation in vitro [33]. Moreover, mice lacking αβ-crystallin died prematurely with extensive muscle wastage [59] which indicates its essential role during myogenesis. Indeed, the αβ-crystallin promoter contains canonical skeletal muscle-specific E-box element that binds MRFs [20]. On the other hand, overexpression of *cryab* inhibits myogenic differentiation by negatively regulating differentiation-related apoptosis, inhibiting caspase-3 activation and altering *myod* levels [33, 59].

Next, gene affected by the presence of GO which deserves attention is nuclear receptor 2F2 (*nr2f2*) (↓#) alias chicken ovalbumin upstream promoter transcription factor II (*coup-tfII*). It encodes nuclear orphan receptor of the steroid-thyroid hormone receptor superfamily. 

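The brightest *nr2f2* probe in Additional file 1, on chromosome 1 of EquCab1 from 99293207 to 99293266, had a log2 ratio of -0.50 ± 0.03 (SD, n = 4), with an adjusted p of 0.00443 (limma, Benjamini-Hochberg adjustment). All 4 *nr2f2* probes were lower in GO-treated cells and past both thresholds, between -0.61 and -0.50. With each array left out in turn the ratio stayed between -0.50 and -0.48.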

Recently, growing evidence suggests the pivotal role of COUP-TFs in mesenchymal stem cell (MSC) regulation and development [69]. As illustrated both in vitro and in vivo, loss of COUP-TFII reprograms the precursors by shifting the cell identity to osteogenic and myogenic lineages at the expense of adipogenic and chondrogenic programs, supporting the notion that COUP-TFII is essential for fate choice and commitment [68]. The molecular mechanism by which COUP-TFII affects MSC development is, at least partially, through the down-regulation of Wnt cascade substrate: Wnt10b. This phenomenon resulted in reduced fat tissue and enhanced glucose tolerance and insulin sensitivity, as well as increased bone mineralization and muscle mass in COUP-TFII-deficient mice [68]. Moreover, previous reports indicated that COUP-TFII inhibits myogenesis by the transcriptional and posttranscriptional regulation of *myod* [2, 46]. In conclusion, down-regulation of this gene may indicate that GO stimulates in vitro myogenesis.

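*Alcam* was higher in GO-treated cells on all 4 arrays, with a log2 ratio of 0.47 ± 0.05 (SD, n = 4). The adjusted p was 0.00514 (limma, Benjamini-Hochberg adjustment). The probe lies on chromosome 19 of EquCab1, from 46962360 to 46962419, and the second *alcam* probe gave 0.46.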

Finally, in our study, increased expression (↑) of activated leukocyte cell adhesion molecule (*alcam*), also known as cluster of differentiation 166 (CD166), has been detected. *Alcam* plays an important role in cell proliferation and the differentiation of mesenchymal tissues in multiple species [61]. Moreover, *alcam* may increase cell survival in several tumor types as well as monocytes [61]. These abilities may result from the antiapoptotic capacity of this protein [39]. Other authors speculate that ALCAM-ALCAM interactions, in cooperation with other adhesion molecules, facilitate stroma progenitor cell contact, resulting in proliferation of progenitor cell subsets [47]. It may be presumed that expression of *alcam* could mediate GO action on SC, but the functional roles in muscle physiology of this marker remains unknown and needs further investigation.

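Neogenin, *abra*, *itgb1bp2*, *musk*, nexilin, *setd7* and *capn6* were lower in GO-treated cells on all 4 arrays and past both thresholds. The log2 ratio of *neo1* (chromosome 1 of EquCab1, from 117450576 to 117450635) was -0.66 ± 0.05 (SD, n = 4; adjusted p = 0.00233 from limma with Benjamini-Hochberg adjustment). Similar in size were *itgb1bp2* (-0.68 ± 0.07), *abra* (-0.63 ± 0.06) and *capn6* (-0.63 ± 0.05). Smaller were *setd7* (-0.40 ± 0.02), *nexn* (-0.40 ± 0.03) and *musk* (-0.38 ± 0.03), which lay just past the fold change threshold. After normexp and loess, *capn6* (-0.31), *setd7* (-0.25) and *musk* (-0.20) no longer passed. With the channels tested without the array, these 3 and *nexn* did not pass, and *musk* was also lost with array weights and without array 4. The direction of all 7 was the same under every alternative.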

Other genes positively regulating muscle differentiation, whose expression was changed by GO, include neogenin (*Neo1*) (↓), actin-binding Rho-activating protein (*Abra*) (↓), actin γ-2 (*actg2*) (↓), integrin beta-1-binding protein 2 (melusin 2, *Itgb1bp*2) (↓), muscle-specific tyrosine kinase receptor (*Musk*) (↓), nexilin (*nexn*) (↓), histone H3-K4 methyltransferase (*setd7*) (↓), and calpain 6 (*capn6*) (↓)-myogenesis-suppressing gene [5, 14, 27, 36, 37, 42, 64, 65]. Down-regulation of these genes may suggest that 24-h incubation with 0.125 μM of GO decreased differentiation of equine satellite cells.

### Other gamma-oryzanol treatment-related genes

GO has been reported to possess strong antioxidant activity; thus, it is postulated that GO might enhance endurance and muscle-building capacity by hindering the production of free radicals, which in theory could lessen muscle exhaustion and fatigue in reaction to anaerobic exercise [17]. Consistent with this, significantly lower post-exercise total antioxidant status and thiobarbituric acid-reactive substance level were observed in racing horses receiving GO compared to horses from other groups [49]. GO’s influence on oxidative stress-related genes has been shown in other tissues [30, 31]. However, in our study, gene ontology analysis did not show any significant involvement of differentially expressed genes in antioxidative processes. It will be important in future studies to determine if antioxidant activity is involved in the protective effects of GO under oxidative stress conditions.

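Before the data were examined, 29 genes of antioxidant defense were listed, and 25 of them had a tested probe. Their mean log2 ratio was 0.07 and their median 0.03, with 10 of the 25 lower in GO-treated cells. The rotation test for gene sets in limma (fry) gave an adjusted p of 0.0828 over 11 gene sets, which did not pass. Among the genes past both thresholds, *GPX1* (log2 ratio 0.44) was higher and *GPX3* (-0.67) was lower. With each array centred on its median without lowess, the mean was 0.14 and the adjusted p 0.0195.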

Lowered expression of stearoyl-CoA desaturase and isoform 5 gene (*scd5*) (↓) as well as of *coup-tfII* (↓) may reflect positive influence of GO on energy homeostasis in skeletal muscle. 

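The *scd5* probe, on chromosome 3 of EquCab1 from 44936347 to 44936406, had a log2 ratio of -0.98 ± 0.08 (SD, n = 4), a fold change of 1.97. The adjusted p was 0.00102 (limma, Benjamini-Hochberg adjustment). All 5 *scd5* probes were past both thresholds, between -0.98 and -0.70. After normexp and loess the log2 ratio was -0.49.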

As mentioned before, *Coup-tfII*-deficient mice demonstrated reduced fat tissue and enhanced glucose tolerance and insulin sensitivity [68]. Likewise, SCD deficiency is evidenced to activate metabolic pathways which promote β-oxidation and decrease lipogenesis both in the liver and skeletal muscles. SCD mutation results also in general changes in the expression of genes involved in lipid metabolism. SCD1-deficient mice have increased energy expenditure and reduced body adiposity and are resistant to diet-induced obesity (Dobrzyn and Ntambi 2005). These results may confirm GO utility in the treatment of diabetes (Ohara et al. 2009) as well as positive effect on lean body mass gain.

## Conclusions

In conclusion, we demonstrated for the first time that GO can affect the transcriptomic profile of equine satellite cells in vitro. Many of differentially expressed genes are reported to be crucial for skeletal muscle development. Analysis of expression changes proves that various processes are reinforced by GO in equine SC (Fig. 6); however, inhibition of myoblast differentiation is prevailing observation. 

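Beyond the genes of Table 2, the arrays measured 31 of 42 genes of muscle differentiation that were listed before the data were examined, such as myosins, troponins and actins. None of the list is in Table 2, and *myog* is the only one of it that the paper measured by qPCR. Of these 31, 30 were lower in GO-treated cells and 16 were past both thresholds. Their mean log2 ratio was -0.45, with an adjusted p of 0.0113 from limma's rotation test (fry) over 11 gene sets. The largest falls were those of *MYH2* (-1.11 ± 0.33, SD, n = 4; adjusted p = 0.00462 from limma) and *MYH8* (-1.08 ± 0.43; adjusted p = 0.00824). *MYH2* had the dimmest probe of the list, with a mean log2 signal of 5.24. A stricter filter asked for signal well above background in both channels on all 4 arrays. It left 30 genes, with a mean of -0.42 (adjusted p = 0.0154 from fry). The median of the list was -0.29 on array 1, -0.46 on array 2, -0.51 on array 3 and -0.49 on array 4. The set passed only in some of the alternatives: limma's camera with an estimated correlation between genes gave an adjusted p of 0.435, and without array 2, 3 or 4 fry gave 0.0742, 0.0830 and 0.0866. From the lower levels of *myf5* and *myog* and of genes that promote muscle differentiation, the paper proposes that GO decreased differentiation of equine SC.

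**Figure D2:**
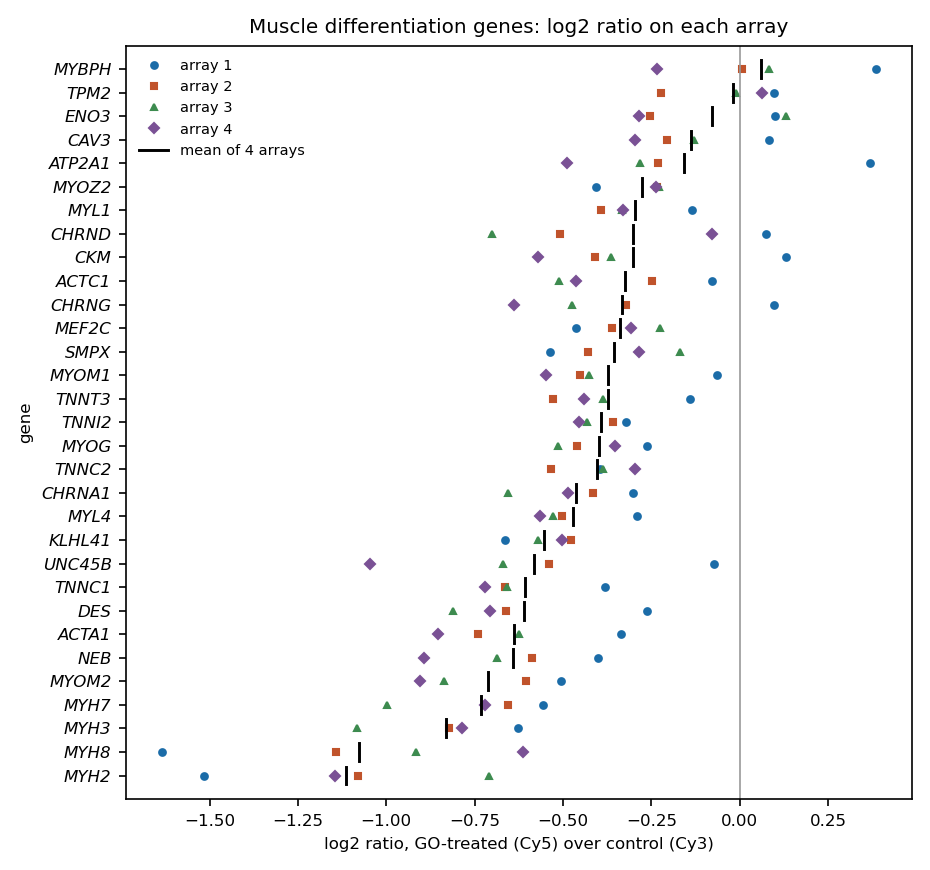
Log2 ratio of GO-treated (Cy5) over control (Cy3) cells for the 31 measured muscle differentiation genes, on the horizontal axis, each point 1 of the 4 arrays and each black line the mean. On array 1, 8 of the 31 genes lie above 0, and 23 genes lie below 0 on all 4 arrays.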

Incubation with GO was performed at the onset of differentiation; thus, decreased expression of differentiation markers may indicate that GO delays this process in cultured equine SC that may contribute to increased field of cells that will later differentiate into myotubes. This could be explained in further investigation of GO’s influence on satellite cells in proliferation stage. Beyond this, 24-h incubation with GO induced different expression of genes responsible for stress response, increased myogenic lineage commitment, cell proliferation and differentiation, and finally positive influence on energy homeostasis. Our study may confirm putative muscle-enhancing abilities of GO; however, analysis of changes in gene expression did not give equivocal results. Gene transcription is only one step in the regulatory pathway that leads to the functional protein synthesis. Our results encourage for investigation of GO-skeletal muscle relation in proteomic and biochemical level in the future. The collective role of GO in skeletal myogenesis remains unclear and needs further investigation.

**Fig. 6:**
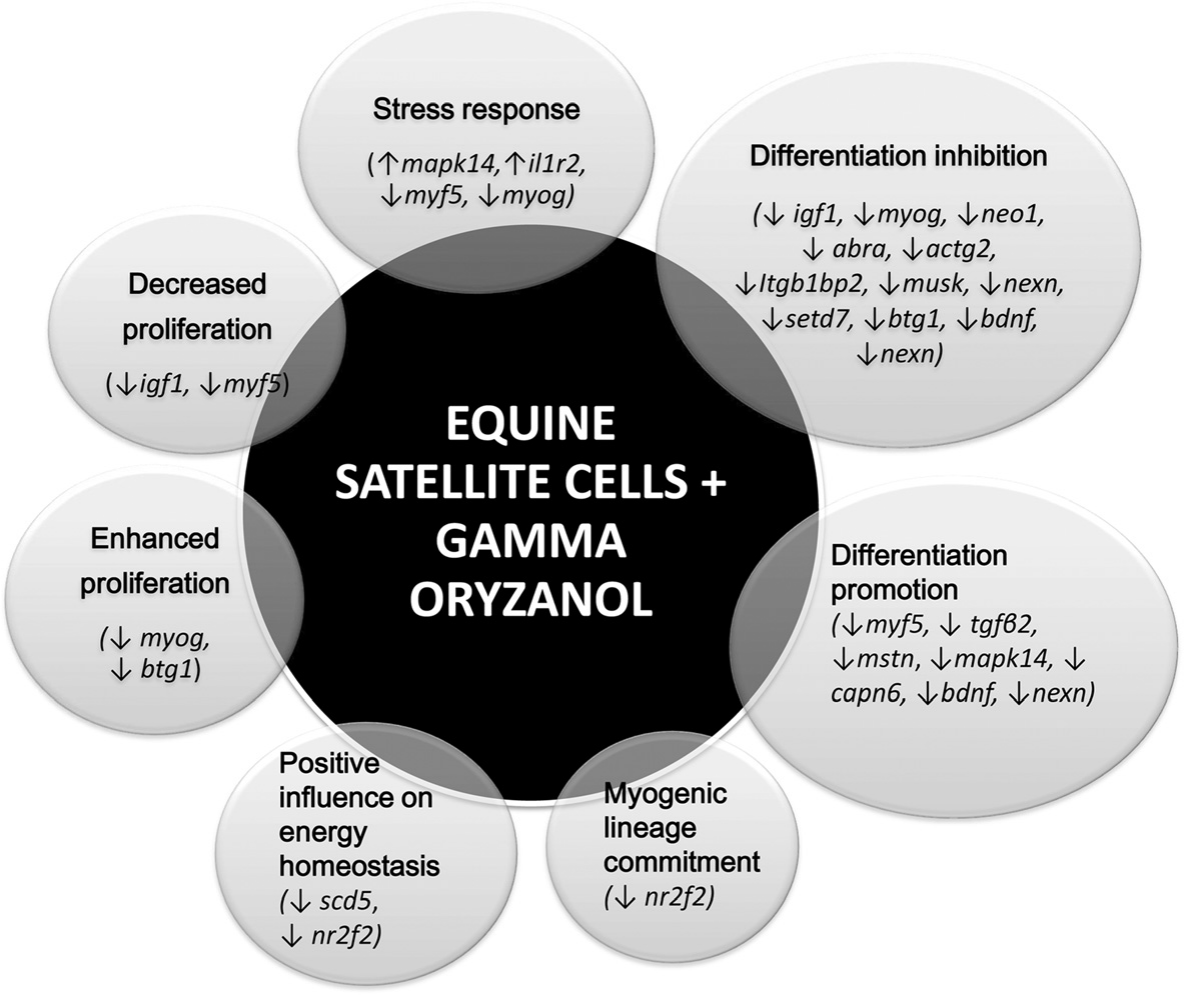
Processes reinforced in equine satellite cells incubated with 0.125 μM of GO for 24 h

## Compliance with ethics guidelines

This article does not contain any studies with human or animal subjects performed by the any of the authors.

## Additional files

Additional file 1:
**Full list of differentially expressed transcripts, gamma-oryzanol vs. control.** (XLS 55.0 kb) Additional file 2:
**Full list of significantly enriched (EASE score** ***p*** **value ≤0.05) gene ontologies (DAVID).**

How the deposited data were processed for this re-analysis (not part of the article)

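Gene expression was compared between equine satellite cells incubated for 24 h with 0.125 μM GO and control cells that received the vehicle, on 4 two-color horse arrays from 1 slide. Each array held RNA of GO-treated cells in Cy5 and RNA of control cells in Cy3. The dyes were not swapped on any array, so no term for the dye could be fitted, and a dye effect on a probe cannot be separated from the effect of GO by the design. The slide could not be tested as a batch, since it held all 4 arrays.

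The authors scanned the arrays and processed them with Feature Extraction. The headers of the deposited files give version 10.10.1.1, whereas the methods state 10.7.3.1. Per the file headers, the deposited intensity values of each channel are raw mean signals and median local backgrounds, background-subtracted signals, and processed signals after spatial and multiplicative detrending and linear and lowess dye normalization. The log10 ratios that the authors deposited are those of the processed Cy5 signal over the processed Cy3 signal of a spot. The authors' table of the series holds the same log10 ratios: 180880 of 180880 values were equal to those of the array files.

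The ratios were multiplied by log2 of 10. The 1417 control spots and the spots marked as outliers were left out, and the spots of the 50 probes present more than 1 time were averaged. The filter on dim probes kept 26832 of 43603 probes, those well above background in the GO channel on all 4 arrays or in the control channel on all 4 arrays. The 4 log2 ratios of a probe were tested against 0 with limma (version 3.58.1) in R (version 4.3.3), two-sided, with lmFit on an intercept alone and eBayes. The prior SD was 0.144 on the log2 scale with 3.60 degrees of freedom, beside 3 residual degrees of freedom. Adjustment was that of Benjamini and Hochberg over the probes tested. A probe was counted as changed at an adjusted p of at most 0.05 and a fold change of at least 1.3, a log2 ratio of 0.38 in size, the thresholds of the methods. The methods name GeneSpring with default settings and do not name the test. Tables were handled with data.table (version 1.17.8), and the figures were drawn with matplotlib.

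The array files gave a gene symbol for 24960 probes. A further 1684 probes were named by the gene number in the files and 436 by an accession, through the RefSeq gene table of the TB-T2T assembly, which was used for names only. No symbol was found for 16523 probes. Probe positions are those of the files, on EquCab1, and the EquCab1 genome itself was not used here. Where several probes carried 1 symbol, the brightest, by mean log2 signal over both channels, was used for counts of genes and for gene sets.

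The genes named were chosen by a rule written before the data were examined: every gene of Table 2, every gene measured by qPCR and *gapdh*, and the 5 named genes with the largest rise and the 5 with the largest fall among genes with a probe past both thresholds and the same sign on all 4 arrays. For a gene in Additional file 1 the brightest of its probes listed there was used, and otherwise the brightest probe of its symbol. *Cdc42ep3* was added after its values were seen, because Table 2 describes *pak1* by that name. Single members of gene sets and leading genes of a list were also picked after their values were seen. The result of 1 member of a gene set is not reported here.

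Gene sets were tested with the rotation test fry in limma, with adjustment over 11 lists written before the data were examined: muscle differentiation, satellite cell and progenitor genes, proliferation, cholesterol synthesis, antioxidant defense, ER stress, inflammation, TGF-beta response, MHC class II, leukocyte markers, and fibroblast and matrix markers. A list of 60 interferon-induced genes was written after such genes had been seen among the largest falls, and was tested alone.

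Both channels of an array hold RNA that was hybridized together, and the ratio within the array pairs them. This pairing was checked over 26831 probes with the deviations of the channels from their group means. The correlation between the channels of 1 array was 0.62, 0.86, 0.71 and 0.47 on arrays 1 to 4, and between channels of different arrays it lay between -0.53 and 0.26. The log2 ratios of any 2 arrays had a correlation of 0.43 to 0.70 across 24603 probes.

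The tests were tried on simulated ratios of 26832 probes, of which 200 were changed. At a log2 change of 0.5, limma recovered 35.5% of them and the plain one-sample test 1%. At a log2 change of 1 these shares were 89% and 30%, and at a log2 change of 2 they were 99.5% and 81.5%. False calls numbered 1, 9 and 10 with limma and 0, 0 and 2 with the plain test. With 11 simulated sets of 30 genes, a set shifted by -0.4 had an adjusted p of 8.77e-05 from fry, and 0 other sets passed. The simulated values of each probe were drawn independently. The simulation therefore cannot show how the set test behaves when genes are correlated. In the data 4859 probes passed the adjusted p alone, far more than the 200 simulated changes, so the shares recovered need not carry over.

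The alternatives set before the data were examined were normexp background correction (offset 50) with loess in place of the Feature Extraction ratios, centring of each array on its median without lowess, scaling between arrays, no filter and a stricter filter on dim probes, a plain one-sample test, an intensity trend in the prior variance, the channels as separate samples without pairing, the authors' deposited table, array weights, each array left out in turn, camera in place of fry, and the mean of all probes of a gene. An additional pair of alternatives, both with a plain test and another filter, was chosen after the data were seen. The qPCR measurements, the enrichment computed with DAVID and the network of relationships were not analysed here.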

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

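The list of interferon-induced genes, the tests of a single array and of probe-specific dye bias on it, and the comparison of single fibroblast and matrix markers between normalizations, were chosen only after the result was seen. The other tests here were set out before the values they measure were seen.

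Among the changed probes, 2307 are not in Additional file 1, and the remaining 92 are in that list. Several technical explanations were tested on all 2399 changed probes. After the trend of the log ratio on probe GC content was removed, 2313 of them (96.4%) were still past both thresholds, although the step moved a log2 ratio by a median of only 0.024. For 214 genes with a changed probe and a second probe that shares no base with it, 93.9% of the second probes had the same sign, against a median of 58.4% and a highest value of 69.6% in 10000 shuffles of genes. These values argue against a dye bias that follows GC content, or one specific to each probe sequence, as the whole cause. Of those second probes 43.5% were themselves changed. A dye bias that follows signal intensity stays open: after loess on intensity was fitted again 2190 of the changed probes (91.3%) were still past both thresholds, but these ratios had already been through lowess in Feature Extraction, so the test decides nothing. Under normexp and loess, which replace the background subtraction, the detrending and the dye normalization together, 43.0% of the changed probes were still past both thresholds, with log2 ratios 0.65 times as large in the median, although 71.7% were past the adjusted p and 99.96% had the same sign. Which of these steps matters was not tested. Whether chance can be excluded could not be settled by reversing the signs of arrays: 1 of 8 sign patterns, the real one, gave as many changed probes, the others gave 0, and this design cannot give a share under 0.125. The methods give 4 control RNAs (n = 4), which speaks against 1 control RNA on all 4 arrays. The median SD between arrays was 0.177 in the control channels and 0.154 in the GO channels, a ratio of 1.15, which decides nothing by itself, since the spread between arrays also holds differences in labeling and scanning. A difference between the cultures unrelated to GO and an effect of GO were not separated, and both remain open.

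Interferon-induced genes, which the paper does not discuss, had a mean log2 ratio of -1.39. All 46 measured genes of the 60 listed were lower in GO-treated cells, 41 of them on all 4 arrays, and 37 were past both thresholds. The rotation test in limma gave an adjusted p of 0.0122 for this list, tested alone. With array 1 left out it was 0.0623, and camera with an estimated correlation gave 0.128, so that the result does not pass under either. The median of the list was -1.38, -0.83, -2.05 and -0.63 on arrays 1 to 4. The lowest medians of 10000 random lists of the same size and brightness were -0.17, -0.15, -0.20 and -0.25, which argues against a single array as the source. All 29 measured genes that had not been seen before the list was written were lower, with a median of -0.85, and 20 were changed, which argues against dye bias of single probes. Under normexp and loess the mean was -0.93 (adjusted p = 0.0319 from limma), and with arrays centred on their medians it was -1.45 (adjusted p = 0.0071), which argues against the dye normalization as the cause. RNA from leukocytes stays open: the 4 leukocyte markers measured had a median of -0.16, and these are too few to tell. As a hypothesis, interferon signaling may have been higher in the control cultures than in the GO-treated ones, whether through GO or through another difference between the cultures, which was not tested.

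Genes of muscle differentiation, listed before the data were examined and outside Table 2, had a mean log2 ratio of -0.45. Of the 31 measured, 30 were lower, and 23 were lower on all 4 arrays. A lower share of muscle cells in the GO-treated cultures would raise markers of other cells. The 15 measured fibroblast and matrix markers had a mean of 0.032, with a test direction downward and an adjusted p of 0.986 from limma, but the mean was 0.14 under normexp and loess (adjusted p = 0.0465), 0.39 with arrays centred on their medians (adjusted p = 0.0084) and 0.09 with the mean of all probes of a gene (adjusted p = 0.0211). Single markers moved apart, with *SPARC* (-0.39 ± 0.10, SD, n = 4) and *FN1* (-0.26 ± 0.11) lower and *PDGFRA* (0.87 ± 0.48) and *FAP* (0.24 ± 0.07) higher on all 4 arrays. Of the 15 markers 4 were lower on all 4 arrays and 4 were higher. Under normexp and loess these numbers were 1 and 9, and with arrays centred on their medians 1 and 10, the lower one being *POSTN* each time. With that centring *SPARC* was 0.53 and *FN1* 0.52. A lower share of muscle cells therefore cannot be told apart from lower expression per cell, since the markers go both ways and depend on the normalization. The dye normalization leaves the fall in place, with a mean of -0.38 under normexp and loess and -0.29 with centring on the median. A slower differentiation with GO remains a hypothesis. With 1 array fewer the set does not always pass, with adjusted p of 0.0042, 0.0742, 0.0830 and 0.0866 without arrays 1 to 4.

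None of 82 groups of 4 array values held a value far from the others by Dixon's test, which by chance marks about 5% of groups.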

How the results depend on the processing

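The settings with a plain test over probes well above background in both channels on 1 array or more, and all settings of the interferon list, were chosen only after the values were seen.

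The count of 2399 changed probes (894 higher, 1505 lower) and of 825 changed genes stayed within 1.5 times under scaling between arrays, the stricter filter, the intensity trend, array weights and the deposited table, with 2066 to 2502 probes and 689 to 866 genes. The deposited table gave the same calls. Beyond that range, normexp and loess gave 1297 probes (481 higher, 816 lower) and 374 genes, of which 1032 probes were among the 2399. Centring on the median without lowess gave 3306 probes (1406 higher, 1900 lower) and 1033 genes, with 1931 probes shared. Without lowess the array medians had lain at 0.19, -0.006, -0.48 and 0.34, and these shifts were removed. No filter on dim probes gave 908 probes (284 higher, 624 lower) and 270 genes, with 43603 probes in the adjustment. The plain one-sample test gave 147 probes (29 higher, 118 lower) and 10 genes. It has 3 degrees of freedom and no prior, and its 7556 probes at an unadjusted p under 0.05 compare with 9579 in limma. The settings chosen after the values were seen gave 90 probes (19 higher, 71 lower) and 6 genes and, with control probes kept in the adjustment, 98 probes (25 higher, 73 lower) and 16 genes. Apart from the size of the adjustment and the test, the cause of these moves was not tested.

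Without the pairing of channels by array, 918 probes (246 higher, 672 lower) and 185 genes passed, all 918 among the 2399. Of the named genes it took 15 below the thresholds and reversed 0. The pairing removes the variation that both channels of an array share.

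With each array left out in turn, changed probes numbered 1553 to 2433 (509 to 977 higher, 1044 to 1456 lower) and changed genes 409 to 848. The lowest probe count came without array 2, and the lowest gene count without array 3. Of the probes in Additional file 1, 67 to 97 were changed in the listed direction under every alternative.

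Of the 69 tested genes named by rule, 62 were past both thresholds, 41 under normexp and loess, 47 without the pairing, 52 under the plain test, 53 with no filter on dim probes and 56 to 62 under the other planned settings with all arrays. With no filter *efhc2*, *tcrd* and *rcor2* were tested as well, which made it 56 of 72. With 1 array left out it was 59 to 62. Of these genes and *cdc42ep3*, normexp and loess left 48 on the same side of the thresholds, took 21 below and reversed 1. Centring on the median left 64, took 4 below and reversed 2. The reversed values are those of *actg2*, which was 0.28 when arrays were centred on their medians, and of *gapdh*, which was 0.34 under normexp and loess and 0.86 with that centring. The cause was not tested. Array weights and the omission of array 1 brought *myod* past the thresholds.

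Of 11 gene sets 3 passed, MHC class II, satellite cell and progenitor genes, and muscle differentiation. With camera and an estimated correlation 0 passed, with centring on the median 6 passed, and with 1 array left out 1 to 3 passed, the lowest number without array 3. Under normexp and loess MHC class II and the satellite cell set did not pass (both adjusted p = 0.0864). The muscle differentiation set had the same mean, -0.45, with camera (adjusted p = 0.435), and between -0.50 and -0.42 with 1 array left out, where it passed only without array 1. The antioxidant set reached 0.14 with arrays centred on their medians, past the threshold. The interferon list had a mean of -1.39 under camera, where it did not pass, and between -1.57 and -1.15 with 1 array left out, where it failed only without array 1. The ER stress mean changed sign, to 0.053, with centring on the median, and the inflammation mean did so, to -0.019, without array 2; neither set passed in either setting. The cause was not tested.

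Signal over background limits what can be seen. The median spot was 2.85 to 4.37 times its local background, so ratios of dim probes rest on the background estimate.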

Differences from the paper's values

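The settings with a plain test over probes well above background in both channels on 1 array or more were chosen only after the values were seen. Values under alternatives set before the data were examined are given for each difference.

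The paper reports 97 changed transcripts, and 2399 probes were changed here. None of the 14 alternatives set before the data were examined came within 1.5 times of the paper's number, the nearest being the plain one-sample test with 147. The paper's list holds 25 higher probes, against 894 here, and the plain one-sample test, with 29, was the only one of the 14 within range. It holds 72 lower probes, against 1505 here, and none of the 14 was within range. The paper's 58 genes compare with 825 here, its 17 higher genes with 313 and its 41 lower genes with 512, and none of the 14 was within range for any of these. The genes here are counted by symbol, whereas the paper named probes with blastn. With a plain test over probes well above background in both channels on 1 array or more and with control probes in the adjustment, a setting chosen after seeing the values, 98 probes were changed, 25 higher and 73 lower, among them all 97 of the paper. Without the control probes that setting, also chosen after seeing the values, gave 90 probes, 19 higher and 71 lower. A further 2 filters tested with a plain test, likewise chosen after seeing the values, gave 92 probes each.

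Fold changes are compared with those of Table 2, which has 1 decimal. Where the value lies beyond the spread between arrays and beyond that rounding, both are given. The filters, the plain test, the intensity trend, the test without pairing and the deposited table leave the log2 ratio of a probe as it is. Only the other normalizations, the array weights and the omission of an array could bring a fold change into range. For *rcor2* the paper gives 1.5 and the value here was 1.56, with neither of the 2 alternatives that test it in range. For *mapk14* the paper gives 1.5 and the value was 1.44, for *colec12* 1.4 and 1.31, for *nr2f2* -1.5 and -1.41, for *tmcc3* -1.6 and -1.46, and for *ctrc* -1.6 and -1.45, with none of the 14 alternatives in range for any of these 5. For *fezf2* the paper gives 1.4 and the value was 1.46, in range when arrays were centred on their medians or array 2 was left out, and not in the other 12. For *snca* the paper gives -1.3 and the value was -1.35, in range under normexp and loess or without array 2, and not in the other 12. For *kcnk12* the paper gives -1.7 and the value was -1.64, in range with centring on the median, with scaling between arrays and without array 3 or 4, and not in the other 10. For *myf5* the paper gives -2.0 and the value was -1.90, in range only with centring on the median. For *hla-dqb1* the paper gives -5.0 and the value was -5.52, in range only without array 2. For *aqp1* the paper gives -1.5 and the value was -1.06, with none of 13 alternatives in range. For *pak1* the paper gives -1.5 and the value was 1.25, with none of the 14 in range.

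These values are of the brightest probe of each gene in Additional file 1. For *rcor2*, *fezf2* and *snca* it is the only probe there, with the same fold change as here. For these genes the difference thus lies between Table 2 and that list, not in the processing. Another probe of the same gene in that file had a fold change that rounds to the paper's in *mapk14* (1.48), *colec12* (1.44), *nr2f2* (-1.50), *tmcc3* (-1.56), *ctrc* (-1.60), *kcnk12* (-1.67), *myf5* (-1.98) and *hla-dqb1* (-5.03). Additional file 1 does not name *aqp1*, *pak1* or *tmem47*. The values given for them are of probes with those symbols in the array files, and Table 2 may rest on other probes. Table 2 describes *pak1* as CDC42EP3, and the *cdc42ep3* probe, chosen after seeing the values, had a log2 ratio of -0.60.

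Table 2 lists *efhc2*, *tcrd* and *rcor2* as higher, and these were not tested here under the filter on dim probes. With no filter all 3 were past both thresholds, as *efhc2* and *rcor2* were without array 4. With the plain test and control probes in the adjustment, chosen after seeing the values, all 3 passed, and without the control probes only *rcor2* did. Table 2 lists *aqp1* and *pak1* as lower, and the probes with those symbols passed both thresholds under no setting. For both genes Table 2 may rest on another probe, and the *cdc42ep3* probe was past both thresholds in the main setting. The paper places *myog* below the fold change threshold on the arrays, whereas its brightest probe here was past both thresholds with a fold change of 1.32. It was not past both under normexp and loess, with no filter, under the plain test, without the pairing, without array 2 or 3, or under either setting chosen after seeing the values. The paper marks *gja1* as lower from its qPCR, and on the arrays here it was higher, with a log2 ratio of 0.44, under every setting. For *mstn* the qPCR of the paper gives a fold change of -2.6. On the arrays here *mstn* was higher on all 4, with a log2 ratio of 0.14, but passed neither threshold.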

Other observations

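The search over filters and the test with control probes in the adjustment were chosen only after the result was seen. The other tests here were set out before the values they measure were seen.

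Many more probes were changed than the 97 of the paper. The plain one-sample test in place of limma gave 147 probes with the same filter, and its unadjusted p-values were 0.99995 to 1.0001 times those of Additional file 1. Of the 2399 probes, this test therefore accounts for most of the difference, in a test that could have come out otherwise. The remainder was followed by a search for a filter that leaves about as many probes as the paper's adjusted p-values need. For 16 definitions of a measured spot with 4 minimum numbers of arrays, 64 filters were counted, and 3 of them were tested without and with control probes in the adjustment, 6 tests in all. Measured in both channels on 1 array or more, 90 probes were changed without and 98 with 42 control probes, of which 13 passed themselves. Positive and significant signal in the GO channel on all 4 arrays gave 92 and 147 probes, and the same in both channels also gave 92 and 147. In all 3 filters, 89 of the 97 listed probes were changed without control probes and 97 with them. The largest relative difference from the paper's adjusted p was 0.487, 0.429 and 0.418 without control probes and 0.011, 0.028 and 0.036 with them. The setting with 98 probes is the closest and was picked from these tests because of that, so it cannot tell which filter or adjustment the authors used. It holds 1 probe that is not in Additional file 1.

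The genes of MHC class II moved with *hla-dqb1*. Of 20 listed genes 6 were measured, with a mean log2 ratio of -1.33 and an adjusted p of 0.0073 from limma's rotation test, which did not pass under camera (adjusted p = 0.435), under normexp and loess (0.0864), or without array 2 (0.0508) or 3 (0.0573). *CD74* (-2.23), *DRA* (-2.03), *DQB* (-2.32) and *DQA* (-1.29) were past both thresholds. *DRB* (-0.26) and *CIITA*, the transactivator of these genes (0.14), were not. *CD74* and *DQB* were dim, with mean log2 signals of 5.53 and 4.95. Under the stricter filter on dim probes the set kept 4 genes, with a mean of -0.86 (adjusted p = 0.0154 from fry). RNA from leukocytes would lower other leukocyte genes as well. Of 16 listed leukocyte markers, 14 had a probe and 4 were well above background in the control channel on all 4 arrays, and these had a mean of -0.12 (adjusted p = 0.104). Since 4 genes with small changes decide nothing, leukocytes cannot be told apart from a change within the satellite cells. Of the list, 1 gene (*hla-dqb1*) was picked by the paper from these arrays.

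The largest falls among genes with the same sign on all 4 arrays were *PLAC8B* (-4.16 ± 1.32, SD, n = 4), *IFIH1* (-3.25 ± 1.16), *MX1* (-3.07 ± 0.70), *IFI44* (-3.05 ± 1.04) and *IFIT3* (-3.01 ± 0.94). In the GO channel *PLAC8B* was well above background on 3 arrays, and *IFIH1* and *IFIT3* on 1, so that their ratios rest on signals near background. Under the plain test none of these 5 passed, with no filter on dim probes only *MX1* did, and without the pairing *MX1* and *IFIT3* did not. The rule picked the rises by the probe of a gene that rose most. It picked *il-1r2* of Table 2 (1.63 ± 0.14) and, outside Table 2, *PDGFRA*, *GRP*, *ELMO2* and *ACSM3*. The brightest probes gave 1.25 ± 0.40 for *ACSM3*, 1.14 ± 0.70 for *GRP* and 0.87 ± 0.48 for *PDGFRA*. These 3 did not pass with no filter or under the plain test, and *GRP* and *PDGFRA* did not pass without the pairing. *GRP* was also lost without array 2, 3 or 4, and *PDGFRA* without array 2 and under normexp and loess. *ELMO2* was picked by 1 of its 6 tested probes (1.26), whereas its brightest probe gave 0.07 and was not changed.

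The satellite cell and progenitor genes had a mean of -0.18 over 9 measured genes (adjusted p = 0.0048 from limma), but a median of -0.07, and only *MYF5* and *FGFR4* (-0.76) were changed. *MYF5* was picked by the paper from these arrays. *FGFR4* was dim, with a mean log2 signal of 5.21. The set did not pass under camera (adjusted p = 0.535). Under the stricter filter on dim probes it kept 6 genes, with a mean of -0.15 (adjusted p = 0.0154 from fry). The remaining sets did not pass. Proliferation genes were lower in 29 of 30, with a mean of -0.25 (adjusted p = 0.230), and their medians were 0.0007, -0.04, -0.48 and -0.45 on arrays 1 to 4. Cholesterol synthesis had a mean of 0.12 over 21 genes (adjusted p = 0.0894), and passed without array 2 (0.15, adjusted p = 0.0387). Inflammation had a mean of 0.10 over 9 genes (adjusted p = 0.196) and TGF-beta response 0.05 over 14 (adjusted p = 0.272), which passed with arrays centred on their medians (0.08, adjusted p = 0.0476). ER stress had a mean of -0.04 but a median of 0.03 over 15 genes (adjusted p = 0.230), and 1 of its genes, *HERPUD1*, is in Table 2. The fibroblast and matrix list had a mean above 0 although its test pointed downward, with *PDGFRA* higher and *SPARC* lower among its members past both thresholds.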
